# Single-bacterium RNA-seq protocol to uncover heterogeneous expression of coding and noncoding genes in *Bacteroides thetaiotaomicron*

**DOI:** 10.1016/j.xpro.2026.104651

**Published:** 2026-07-01

**Authors:** Elise Bornet, Alexander J. Westermann

**Keywords:** Single cell, RNAseq, Microbiology, Gene expression

## Abstract

Single-cell RNA sequencing is increasingly applied to bacterial model species, but a dedicated technique for anaerobic microbiota members of the *Bacteroidota* phylum has been lacking. Here, working with *Bacteroides thetaiotaomicron*, we describe experimental steps for transcriptome stabilization, fluorescence-activated cell sorting (FACS) collection, and optimized lysis of single cells from this group of organisms. We detail procedures for reverse transcription of RNAs via the multiple annealing and dC-tailing-based quantitative single-cell RNA sequencing (MATQ-seq) protocol, sensitive Cas9-based depletion of ribosomal sequences, and cDNA library generation.

For complete details on the use and execution of this protocol, please refer to Bornet et al.^1^

## Highlights

• Instructions for FACS isolation of single *Bacteroides thetaiotaomicron* cells
• Steps for MATQ-seq-based reverse transcription of the transcriptomes of single *Bacteroides* cells
• Guidance on Cas9-based rRNA depletion from *Bacteroides* single-cell cDNA libraries

## Abstract (editor highlights)

Publisher’s note: Undertaking any experimental protocol requires adherence to local institutional guidelines for laboratory safety and ethics.

## Before you begin

Transcriptomic approaches increasingly take bacterial variability into account and aim at the analysis of defined sub-populations of cells—be it through the use of reporter strains that inform about a specific trait such as growth rate^2^ or by collecting bacteria populating specific host niches.^3^ However, transcriptomic heterogeneity may pertain even between similarly replicating or co-localizing bacteria.^4^ To uncover bacterial cell-to-cell variability and understand its role for population fitness, single-cell technologies are imperative. Single-cell RNA-seq analysis, widely used for the study of eukaryotic cells,^5^ is now increasingly applied to prokaryotes.^6^^,^^7^^,^^8^ Although not yet on a genome-wide scale, the few hundred bacterial genes detected per single cell by recent protocols^9^^,^^10^^,^^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^^,^^17^ allow for unbiased, explorative analyses and represent a huge leap forward as compared to profiling a small number of preselected bacterial genes or traits. In this regard, the MATQ-seq^10^^,^^18^ approach has gained attraction, as it provides high coverage of the transcriptome of single bacteria and detects transcripts relatively independent of their length and coding potential. Besides, unlike split-pool-based alternatives,^9^^,^^11^ MATQ-seq is compatible with FACS-based collection of single bacterial cells, allowing an enrichment of specific cell types prior to sequencing. MATQ-seq-based single-bacterium RNA-seq was originally established in Gammaproteobacteria; specifically in *Escherichia coli*, *Salmonella enterica*, and *Pseudomonas aeruginosa*.^10^^,^^19^ The physico-chemical differences between the cell membranes and varying RNA contents of these species prevented the establishment of a universal, one-size-fits-all protocol, implying that MATQ-seq would have to be empirically optimized for any future target organism. In particular, the method had not previously been applied to obligate anaerobic bacteria, such as members of the *Bacteroidota*, i.e., the bacterial phylum predominating in the human gut microbiota. Given these organisms’ intrinsic vulnerability to ambient oxygen and several characteristic cellular features—including a dynamic surface structure^20^^,^^21^^,^^22^ and morphological heterogeneity^1^^,^^23^^,^^24^—the adoption of MATQ-seq in *Bacteroidota* was expected to require special optimizations.

The protocol below describes the specific experimental steps of our optimized MATQ-seq protocol to sequence the transcriptome of single *B*. *thetaiotaomicron* cells (Figure 1). The full procedure from sampling to sequencing can be conducted in ∼5 days. The step-by-step protocol provided below refers to the manual pipetting of the respective reaction mixes. However, we indicated where automated pipetting using a liquid-handling robot may be applied, if such a system is available. There are certain steps (namely the preparation of the 96-well plate for bacterial cell-sorting and the reverse transcription according to the MATQ-seq protocol) that need to be performed in a sterile room, and all surfaces and equipment should be thoroughly cleaned with ethanol and RNase Zap before you begin.

**Figure 1:**
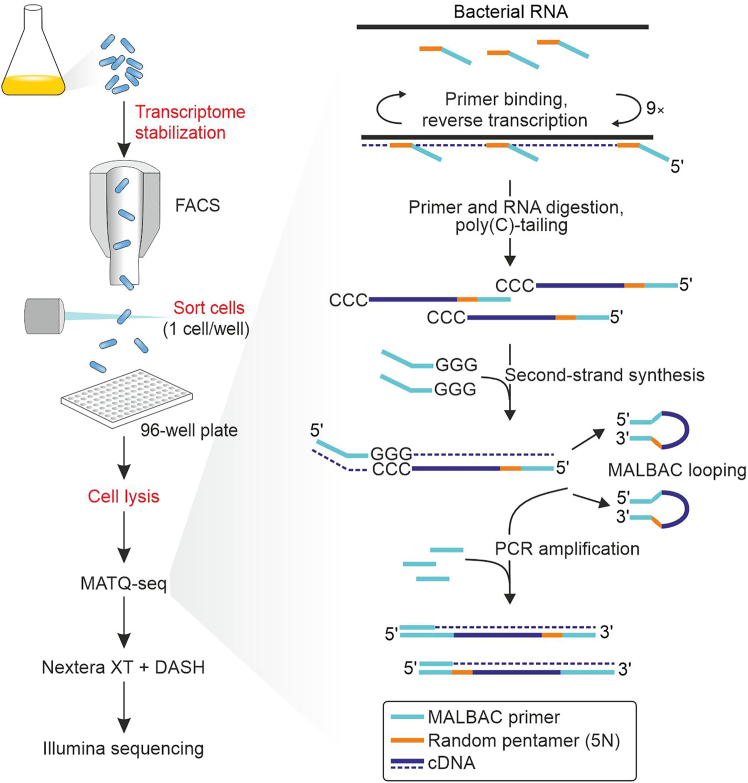
Schematic of the *Bacteroides* single-cell RNA-seq protocol The steps where our protocol diverges from similar protocols tailored to *Enterobacteriaceae*^25^^,^^26^ are highlighted in red and may require further optimization when transferring the protocol to yet other bacterial species. Specifically, testing different concentrations of RNA*later* may be necessary to efficiently stabilize the transcriptome of cells without interfering with downstream steps. It is also important to tailor the FACS settings to the target organism. Finally, a crucial step involves bacterial cell lysis and for *B*. *thetaiotaomicron*, mechanical lysis by sonication yielded the best results. MALBAC, Multiple Annealing and Looping-Based Amplification Cycles; DASH, Depletion of Abundant Sequences by Hybridization.

### Innovation

Our protocol involves transcriptome stabilization to minimize oxygen stress-induced gene expression changes and the optimization of sorting and lysis conditions to *B*. *thetaiotaomicron* cells. For example, unlike previous bacterial MATQ-seq protocols, we omit lysozyme treatment, using sonication alone for lysis. The workflow also implements Cas9-mediated cleavage of cDNA fragments derived from ribosomal RNA (rRNA),^27^ reducing the corresponding reads from ∼80% to ∼20%, while increasing informative reads from protein-coding and regulatory RNAs. We have previously used this protocol to profile the transcriptomes of small populations (comprised of 100 individual bacteria) and single cells of *B*. *thetaiotaomicron*^1^ as well as on a mixed consortium of *B*. *thetaiotaomicron* and *E*. *coli* within a microfluidic device,^28^ suggesting that it generally lends itself for the measurement of gene expression in low-biomass *Bacteroides* samples.

### Preparation of *Bacteroides thetaiotaomicron* cultures

**Timing:** Variable (∼4 days)

***Note:*** Generally, *B*. *thetaiotaomicron* strains are cultured on supplemented Brain-Heart-Infusion supplemented (BHIS) agar plates or in liquid Tryptone Yeast Glucose (TYG) medium, in an anaerobic atmosphere (80% N_2_, 10% CO_2_, 10% H_2_) at 37°C.

1. Plating *B. thetaiotaomicron.*
  a. From a cryo (glycerol) stock, streak *B. thetaiotaomicron* on a BHIS plate.
  b. Incubate in an anaerobic chamber at 37°C for 2-3 days or until single colonies emerge.

***Note:*** Plates can be kept for up to 7 days. Thereafter, we recommend re-streaking from the glycerol stock.

2. Liquid culture growth.
  a. Inoculate a single colony of *B. thetaiotaomicron* in 5 mL of degassed TYG.
    ***Note:*** Degas TYG medium by placing it in the anaerobic chamber for a minimum of 4 h.
  b. Incubate the culture for ∼16 h at 37°C in an anaerobic atmosphere without shaking.
  c. The next morning, subculture the overnight culture 1:100 in degassed TYG.
  d. Grow until the culture reaches its intended growth phase.
    ***Note:*** In TYG, an OD_600_ of 0.3 (reached after ∼4 h of culturing in the described way) corresponds to early exponential phase, an OD_600_ of 2.0 (∼8 h) to mid-exponential phase, and an OD_600_ >4.0 (∼10 h) to late exponential phase (Figure 2). As a reference point, when applying this protocol to generate single-bacterium RNA-seq libraries from *B*. *thetaiotaomicron* cells harvested at mid-exponential phase, the overall success rate was 96%.
    **Figure 2:**
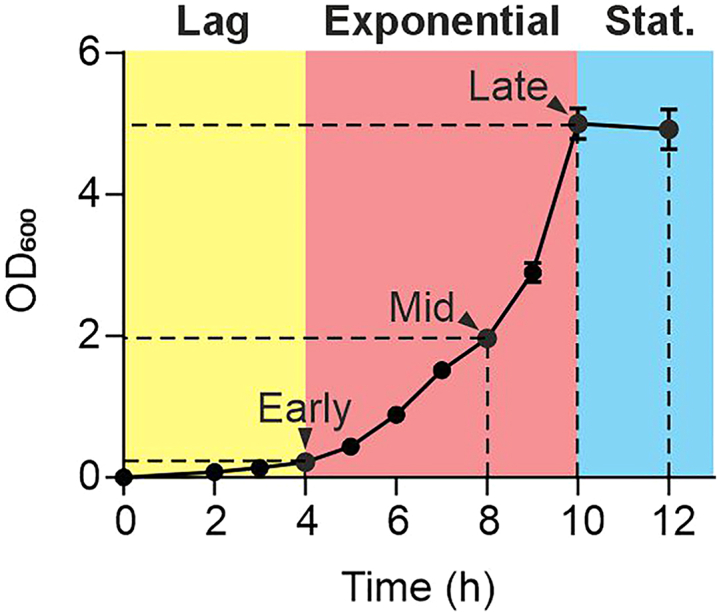
Growth curve of a *B*. *thetaiotaomicron* culture in TYG (average of 5 biological replicates) Figure reproduced from.^1^

### Preparation of positive control RNA samples

**Timing:** Variable (∼2–3 days)

3. RNA extraction and DNase treatment.
  a. Extract total RNA from *B. thetaiotaomicron* following the hot-phenol RNA extraction protocol^29^ and elute in nuclease-free water.
  b. Measure the total RNA concentration on a NanoDrop instrument.
  c. Prepare the DNase mix solution in a total volume of 50 μL, as follows:

**Table:** 

Reagent	Amount
DNase I buffer (10x)	5 μL
Superase-In RNase Inhibitor (20 U/μL)	0.5 μL
DNase I (Thermo Fisher Scientific) (1 U/μL)	1 U/μg of RNA
RNA in nuclease-free water	5-30 μg
Nuclease-free water	Adjust to 50 μL
  d. Incubate for 45 min at 37°C.
  e. Add 50 μL of nuclease-free water.
  f. Proceed to RNA extraction with phenol/chloroform/isoamyl alcohol (PCI) and phase-lock gel tubes.
    **CRITICAL:** When handling PCI, wear gloves and work under a chemical hood.
    i. Add 100 μL of PCI to the tube in step 3e.
    ii. Transfer to a phase-lock gel tube.
    iii. Centrifuge for 12 min, at 15°C and 15,600 × g.
    iv. Transfer the aqueous phase (upper layer) into a new tube.
    v. Add 2 volumes of 30:1 EtOH:NaOAc, pH 6.5.
    vi. Precipitate for 2-16 h at −20°C.
    vii. Centrifuge for 30 min, at 4°C and 15,600 × g.
    viii. Discard the supernatant and wash the RNA pellet with 200 μL of ice-cold 75% ethanol.
    ix. Centrifuge for 10 min, at 4°C and 15,600 × g.
    x. Discard the supernatant and air-dry the pellet.
    xi. Resuspend the pellet in 30 μL of nuclease-free water.
    xii. Dissolve the pellet by incubating for 5 min at 65°C with gentle shaking at 700-900 rpm.
    xiii. Measure the RNA concentration using a NanoDrop device.
4. Prepare the positive control aliquots for the MATQ-seq protocol.
  a. Dilute the DNase-treated RNA sample to a concentration of 100 pg/μL and split into 20 μL aliquots.

***Note:*** These aliquots should be stored at −80°C until they are used.

### Preparation of reagents and stocks

**Timing:** 20 min

5. Resuspend the oligonucleotides (required in step 13) in nuclease-free water to a concentration of 100 μM and split the different oligonucleotides into each 20 μL aliquots, in 1.5 mL LoBind Eppendorf tubes.
6. Prepare 5 mL of fresh 50% RNA*later* solution by mixing pure RNA*later* with PBS at a 1:1 ratio [v/v].

***Note:*** RNA*later* is relatively viscous and should be pipetted with caution.

### Institutional permissions (if applicable)

Work with live *B*. *thetaiotaomicron* is conducted in a biosafety level 2 laboratory.

## Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and virus strains**		

*Bacteroides thetaiotaomicron* VPI-5842 (WT)	DSM	2079
*Bacteroides thetaiotaomicron* GFP+	Whitaker et al.^30^	N/A

**Chemicals, peptides, and recombinant proteins**		

Brain-Heart-Infusion (BHI) agar	Carl Roth	X915.1
Cas9 nuclease	New England Biolabs	MO386T
dCTPs	Invitrogen	10217016
Deepvent DNA polymerase/Thermopol buffer	New England Biolabs	M0259L
DNase I	Thermo Fischer Scientific	EN0521
dNTPs	New England Biolabs	N0447L
Ethanol Absolute for analysis	Merck	1.00983.2511
Glucose	Merck	1.08337.1000
Hemin	Carl Roth	7629.2
L-cysteine	Carl Roth	3467.3
Nuclease-free water	Ambion	AM9916
Proteinase K	New England Biolabs	P8107S
10x PBS	Gibco	70011044
Phenol/chloroform/isoamyl alcohol (PCI)	Carl Roth	A156.1
Recombinant RNase inhibitor	Takara	2313A
RNA*later*	Qiagen	76104
RNase H	New England Biolabs	M0297L
RNase If	New England Biolabs	M0243S
SuperScript IV reverse transcriptase/buffer/DTT	Thermo Fischer Scientific	18090010
Superase-In RNase inhibitor	Thermo Fischer Scientific	AM2694
T4 DNA polymerase	New England Biolabs	M0203L
Terminal transferase & buffer	New England Biolabs	M0315S
Tryptone	Carl Roth	8952.3
10x lysis buffer	Takara	635013
Yeast extract	Carl Roth	2363.3
MgSO_4_.7H_2_O	Carl Roth	8283.2
KH_2_PO_4_	Carl Roth	P018.5
K_2_HPO_4_	Carl Roth	6875.3
NaCl	Carl Roth	3957.1
NaOAc	Carl Roth	6779.2
CaCl_2_	Carl Roth	CN93.1
NaHCO_3_	Carl Roth	6885.1
NaOH	Alfa Aesar	A12173

**Critical commercial assays**		

Agilent high-sensitivity DNA kit	Agilent	5067–4626
Ampure XP beads	Beckman Coulter	A63881
KAPA HiFi HotStart ReadyMix	Roche sequencing store	KK2602/SKU:7958935001
MEGAshortscript kit	ThermoFischer Scientific	AM1354
Monarch RNA cleanup kit	NEB	T2050S
Nextera XT kit	Illumina	FC-131-1096
Qubit dsDNA HS assay kit	Invitrogen	Q32854
TE buffer	Invitrogen	AM9849
Oligo Clean & Concentrator	Zymo Research	D4060
RNAseZap	Invitrogen	10708345
FACSFlow	BD Biosciences	342003
Unique Dual Indexes (UDI)	Illumina	20091654

**Deposited data**		

GEO	N/A	GSE322907

**Oligonucleotides**		

GTG AGT GAT GGT TGA GGA TGT GTG GAG NNN NN TTTTTTTTTTTTTTTTTTTT	IDT (HPLC purified)	GAT27 poly(dT)
GTG AGT GAT GGT TGA GGA TGT GTG GAG NNN NNG GG	IDT (HPLC purified)	GAT27 5N3G
GTG AGT GAT GGT TGA GGA TGT GTG GAG NNN NNT TT	IDT (HPLC purified)	GAT27 5N3T
GAT GGT TGA GGA TGT GTG GAG NNN NNN GGG	IDT (HPLC purified)	GAT21 6N3G - MATQ-seq
GTG AGT GAT GGT TGA GGA TGT GTG GAG	IDT (HPLC purified)	GAT27 PCR - MATQ-seq
GGCATACTCTGCGACATCGT	IDT (standard, desalting)	Reverse primer for fill-in of *B*. *thetaiotaomicron* DASH 651 oligo pool
AATGATACGGCGACCACCGA	IDT (standard, desalting)	p5 adaptor Illumina DASH amplification primer (forward)
CAAGCAGAAGACGGCATACGAGAT	IDT (standard, desalting)	p7 adaptor Illumina DASH amplification primer (reverse)
DASH 651 oligo pool	Prezza et al.^27^	For list of oligonucleotides to generate single-guide RNAs, see Table S1

**Software and algorithms**		

BBDUK	Bushnell et al.^31^	sourceforge.net/projects/bbmap/
Bowtie2	Langmead et al.^32^	sourceforge.net/bowtie2/manual.shtml
Fastqc	Andrews et al.^33^	https://github.com/s-andrews/FastQC
featureCounts	Liao et al.^34^	sourceforge.net/featureCounts.html

**Other**		

Anaerobic chamber	Coy Laboratory Product	N/A
96-well PCR plates (non-skirted)	Brand	781368
Accudrop beads	BD Biosciences	345249
Fluorescence-activated cell sorter	BD Biosciences	FACS Aria III
I.DOT	Dispendix	N/A
I.DOT Pure Plate 100	Dispendix	D16110021801
I.DOT Pure Plate 200	Dispendix	D16110021807
LoBind 1.5 mL Eppendorf tubes	Eppendorf	41121702
LoBind 2 mL Eppendorf tubes	Eppendorf	41103037
5 mL Eppendorf tubes	Eppendorf	0030119401
Magnetic racks	ThermoFisher Scientific	DynaMag-96
Microseal ‘B’ seal (adhesive film)	BioRad	MSB1001B
Microseal ‘F’ seal (foil)	BioRad	MSF1001B
Phase-lock gel tubes (5PRIME Phase Lock Gel Heavy, 2 mL)	VWR	2302830
Sonicator	Bendelin	Sonorex Digitec DT 52
Combispin	BioSan	FVL-2400N
Centrifuge	Eppendorf	5415R
Vortexer	Scientific Industries	Vortex Genie 2
Head set for vortex	Merck	Z258431
Mini plate spinner centrifuge	Labnet	MPS 1000
Thermocycler	BioRad	T100 Thermal Cycler
Bioanalyzer	Agilent	2100 Bioanalyzer
Qubit 4 fluorometer	Thermo Fischer Scientific	Q33238
Qubit Flex Fluorometer	Thermo Fischer Scientific	Q33327
NanoDrop	Thermo Fisher Scientific	ND-2000C

## Materials and equipment

**Table:** Tryptone Yeast Glucose (TYG) medium

Reagent	Final concentration	Amount
Tryptone	20 g/L	20 g
Yeast extract	10 g/L	10 g
Glucose (anhydrous or monohydrate)	5 g/L or 5.5 g/L	5 g or 5.5 g
L-cysteine	8.25 mM	1 g
ddH_2_O	N/A	890 mL
Hemin	1%	10 mL
Salt solution	4%	40 mL
CaCl_2_	0.072 mM	40 mL
NaHCO_3_ (10%)	0.2%	20 mL
**Total Volume**	**N/A**	**1 L**

Filter-sterilize with a 0.2 μm sterile vacuum filter. Degas in an anerobic environment for ≥4 h prior usage. TYG medium can be stored in an anaerobic chamber and kept for up to 7 days.

**Table:** Salt solution

Reagent	Final concentration	Amount
MgSO_4_.7H_2_O	1.95 mM	0.24 g
KH_2_PO_4_	7. 43 mM	0.5 g
K_2_HPO_4_	5.74 mM	0.5 g
NaCl	34.2 mM	1 g
ddH_2_O	N/A	500 mL
**Total volume**	**N/A**	**500 mL**

Filter-sterilize with a 0.2 μm sterile filter and dispense in 50 mL Falcon tubes. Store at 4°C.

**Table:** Calcium chloride (CaCl_2_)

Reagent	Final concentration	Amount
CaCl_2_	1.8 mM	0.1 g
ddH_2_O	N/A	500 mL
**Total volume**	**N/A**	**500 mL**

Filter-sterilize with a 0.2 μm sterile filter and dispense in 50 mL Falcon tubes. Store at 4°C.

**Table:** Sodium bicarbonate (NaHCO_3_), 10%

Reagent	Final concentration	Amount
NaHCO_3_	100 g/L	5 g
ddH_2_O	N/A	50 mL
**Total volume**	**N/A**	**50 mL**

Warm shortly to 50°C to dissolve. Filter-sterilize with a 0.2 μm sterile filter and store at 4°C.

**Table:** Hemin solution

Reagent	Final concentration	Amount
Hemin	0.5 g/L	50 mg
NaOH (1 M)	10 mM	1 mL
ddH_2_O	N/A	99 mL
**Total volume**	**N/A**	**100 mL**

Filter-sterilize with a 0.2 μm sterile filter. The solution is light-sensitive. Store in a brown glass bottle at 4°C for up to 2 weeks.

**Table:** Brain-Heart-Infusion supplemented (BHIS) medium

Reagent	Final concentration	Amount
Brain-Heart-Infusion Agar	37 g/L	37 g
L-cysteine	8.25 mM	1 g
Hemin	1%	10 mL
ddH_2_O	N/A	970 mL
NaHCO_3_ (10%)	2 g/L	20 mL
**Total volume**	**N/A**	**1 L**

Autoclave the medium and pour plates.

## Step-by-step method details

### Establish FACS settings and gating strategy

**Timing: Variable (∼1 day)**

This section comprises of two parts: the establishment of the FACS settings, including the gating strategy (steps 1–5) and the actual sort-collection of bacterial cells for downstream RNA sequencing (step 6). We recommend a pilot experiment using fluorescent *Bacteroides* cells to help define the optimal FACS gates.

1. Set up the FACS instrument.
  ***Note:*** To ensure a stable stream and accurate sorting, the below steps should be completed about 2 h before the culture reaches the desired OD_600_.
  a. Turn on the FACS instrument and set the cooling block to 4°C.
  b. Insert the 70 μm nozzle.
  c. Perform an automated drop delay using FACS Accudrop Beads, according to the manufacturer’s recommendation.
  d. Let the stream stabilize for at least 30 min at a flow rate of 4.
2. Prepare a 96-well plate for bacterial sorting.
  ***Note:*** The plate should be freshly prepared under a sterile hood or a clean bench about 1 h before the culture reaches the desired OD_600_, to allow for sufficient time for setting up the FACS.
  a. Mix the following components and adjust the volume to the number of wells.
    ***Note:*** It is recommended to account for 5 spare reactions.

**Table:** 

Reagent	Amount
10x lysis buffer (Takara)	0.26 μL
Recombinant RNase inhibitor (Takara)	0.03 μL
PBS (10x)	0.26 μL
Nuclease-free water	2.05 μL
  b. Dispense each 2.6 μL of the above mix in individual wells of a 96-well plate.
  c. Spin the plate down for 5 s, on a mini plate spinner centrifuge.
  d. Seal the plate with Microseal ‘B’.
    ***Note:*** This plate seal tolerates low temperatures and remains adhesive down to −40°C.
    **CRITICAL:** Keep the plate on ice until further processing.
3. Collect GFP-expressing *B. thetaiotaomicron* cells (GFP+ strain;^30^) from a liquid culture in a defined growth phase.
  a. At the desired OD_600_, collect 1 OD-equivalent of cells in a tube (i.e., if collecting cells at OD_600_ = 1.0, collect 1 mL of the bacterial culture; at OD_600_ = 2.0, collect 500 µL).
  b. Centrifuge for 4 min at 1,300 × *g* and at ∼21°C inside the anaerobic chamber.
    **CRITICAL:** To minimize transcriptional changes once the cells have been harvested—e.g. the induction of an oxygen stress response—it is important to work quickly, on ice, and under anaerobic conditions, until the RNA samples will be stabilized in RNA*later*.
  c. Discard the supernatant and wash the pellet once with 1 mL of ice-cold 1x PBS.
    ***Note:*** When establishing the FACS settings in a pilot experiment with the help of a fluorescent strain, it may be required to incubate the cell sample for some time in presence of atmospheric oxygen, for the fluorescent protein to fold into its active form (e.g. in case of the *B*. *thetaiotaomicron* GFP+ strain, we incubated for ≥15 min). However, once the sorting conditions are established, switch to the corresponding wild-type strain and omit this incubation step, keeping the oxygen exposure to a minimum.
  d. Resuspend the cells in 1 mL of 50% RNA*later* (1:1 [v/v] RNA*later*:1x PBS).
    ***Note:*** The concentration of RNA*later* can be adjusted when necessary. We found that 100% RNA*later* rendered cDNA library generation for *B*. *thetaiotaomicron* inefficient.^1^ In contrast, 100% RNA*later* worked well to stabilize *S.enterica* cells prior to MATQ-seq-based single-bacterium RNA-seq analysis.^19^ One difference may lie in the cell envelope structure and RNA accessibility between *Salmonella* (Gram-negative bacterium) and *Bacteroides* (also Gram-negative, but with a distinct cell envelope composition^20^^,^^21^^,^^22^). High RNA*later* concentrations might alter *Bacteroides* membrane properties, affecting permeabilization or causing RNA loss. Diluting to 50% likely strikes a balance for *Bacteroides* between RNA stabilization and compatibility with single-cell RNA-seq steps.
    **CRITICAL:** Keep the cells on ice until further processing!
4. Establish the FACS settings to sort *Bacteroides* cells.
  a. Prepare a negative control consisting of the sample buffer (i.e., 50% RNA*later*) diluted in 49 volumes of 1× ice-cold PBS to a final volume of 1 mL in a 2 mL LoBind Eppendorf tube.
    ***Note:*** This negative control is included to gate against background noise (e.g. salt particles) (Figure 3A).
    **Figure 3:**
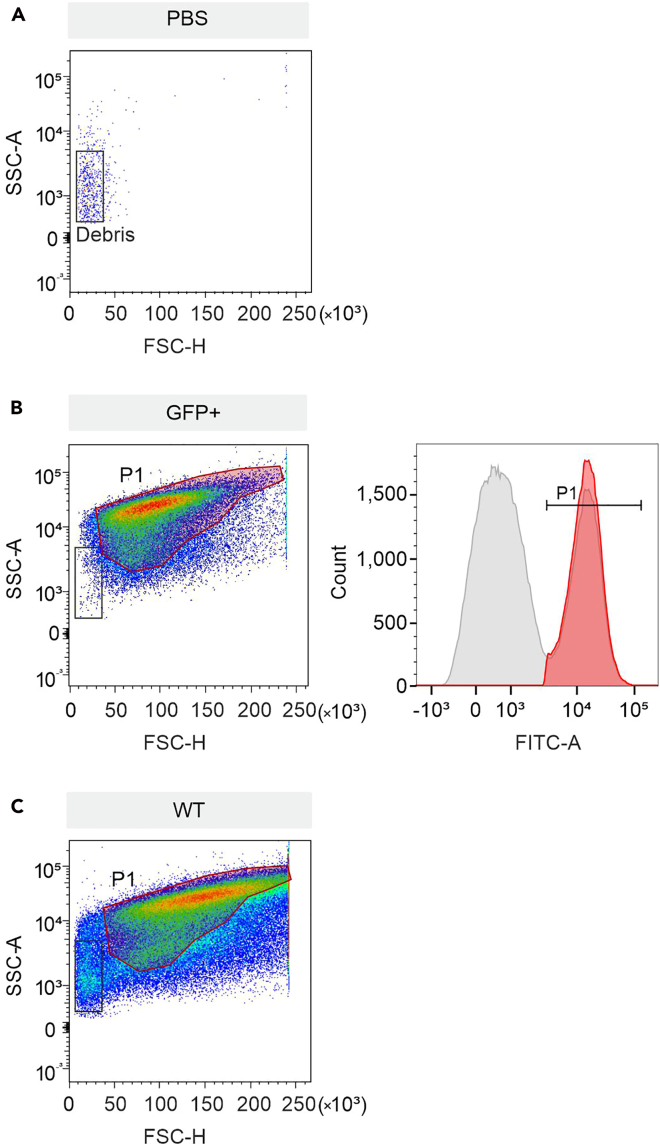
Setting the gates for *Bacteroides* cell-sorting (A) Representative FACS scatter plot of a blank sample (PBS only) in the forward/side scatter (FSC/SSC) channels. (B) Representative FSC/SSC plot of a constitutively GFP-expressing (GFP+) *B. thetaiotaomicron* strain (left) and histogram of the fluorescence intensity of individual events in the FITC channel (right). Intact bacterial cells are selected for sorting based on their high FITC-A signal (gate ‘P1’) and counter-selected against debris and salt particles based on the ‘Debris’ gate around the negative control (panel a). (C) Using the gating strategy defined in panel b, *B*. *thetaiotaomicron* wild-type (WT) cells are collected. Shown here is a representative FACS scatter plot in the FSC/SSC channels.
  b. Dilute the bacterial sample (from step 3d) in 49 volumes of 1x ice-cold PBS to a final volume of 1 mL (i.e., 20 μL of cell sample in 980 μL of 1× PBS) in a 2 mL LoBind Eppendorf tube.
    ***Note:*** Keep the tube on ice.
  c. Load the input tube containing the bacterial cells on the FACS. Adjust the flow rate to reach ∼2,000 events per second.
    ***Note:*** If needed, the sample may be further diluted in PBS.
  d. Set gates to discriminate between intact *Bacteroides* cells and background noise (Figure 3).
    ***Note:*** The sort settings provided below may serve as a starting point, but the optimal photomultiplier tube (PMT) voltages for forward scatter (FSC) and side scatter (SSC) need to be determined empirically for each sample type and instrument. To sort *B*. *thetaiotaomicron* depending on cell size,^1^ we selected a linear FSC scale as to better resolve the variation in cell length. Neutral density filters are usually used to reduce the intensity of wavelengths in mammalian flow cytometry-based applications; however, since bacteria are small particles that evoke a weak light scatter, typically no neutral density filters are needed, unless fluorescence intensity reaches saturation.

**Table:** 

Parameter	Type	Axis	Voltage [V]
FSC	Area, height, width	Linear	600
SSC	Area, height, width	Logarithmic	500
FITC	Area, height, width	Logarithmic	879
5. Ensure accurate sorting of cells in individual wells of a 96-well plate.
  a. Seal an empty 96-well plate with a Microseal ‘B’ plate seal.
  b. Place the sealed plate in the Automatic Cell Deposition Unit (ACDU) (Figure 4A).

**Figure 4:**
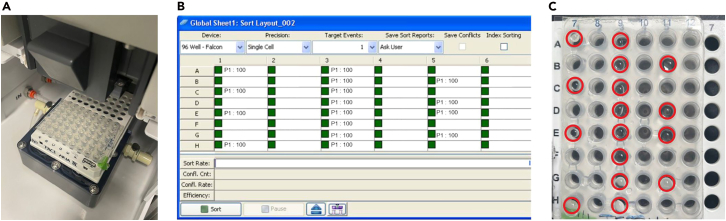
Sorting accuracy (A) The sealed plate is placed on the ACDU with the well at position A1 oriented to the top left corner. (B) Screenshot of the plate layout in the DIVA FACS software. The gated population is “P1“, as defined in Figure 3 and 100 cells are sorted per well in “single cell” precision mode. (C) Sorting accuracy is judged from visible droplet formation on top of the pre-selected wells. Red circles indicate the position of the droplets according to the layout in panel B.
  c. Install the splash shield below the sort aspirator.
  d. With only the left stream on, adjust the position of the ACDU to ensure the droplet is sorted into the A1 well of the plate.
  e. Sort bacterial cells (P1 in Figure 3B) onto the sealed plate, as outlined in Figure 4B.

***Note:*** Using a sealed plate facilitates the visualization of the sorted droplets (Figure 4C). We recommend confirming accurate sorting three times in this way, prior to sort-collecting the bacterial samples for sequencing.

***Note:*** Once the gating strategy is defined, the *Bacteroides* cells can be sorted into the prepared 96-well plate (step 2). For a first trial, we recommend to sort cells in decreasing numbers (e.g., 100, 10, 1; see Figure 5) in lane 3 of the plate (to avoid evaporation that can occur at the edges). This way, the sensitivity and efficiency of the protocol can be evaluated. When sorting single cells, it is advisable to leave a few randomly scattered wells on the plate deliberately empty, serving as intrinsic controls to evaluate the risk of spill-over and cross-contamination. In the case that the positive control does not display a characteristic profile on the bioanalyzer, see troubleshooting point 1, and if the negative control shows a contamination, see troubleshooting point 2. If the protocol will yield cDNA libraries for 100 and for 10 cells, but not for single cells, the lysis conditions may be sub-optimal. In such a case, see troubleshooting point 3.

**CRITICAL:** Upon harvest, sort the cells as soon as possible and directly into lysis buffer in order to minimize transcriptional changes in the sample and avoid contamination.

6. Sort cells into the prepared plate (step 2).
  a. Dilute the cell sample in 49 volumes of 1× ice-cold PBS to a final volume of 1 mL (i.e., 20 μL of the cell sample in 980 μL of 1× PBS).
  b. Load the input tube containing the bacterial cells onto the FACS.
  c. Adjust the flow rate to reach ∼2,000 events per second.
    ***Note:*** If needed, the sample may be further diluted in PBS.
  d. Sort cells into the 96-well plate, using the single-cell purity mode.
    ***Note:*** Sorting a plate full of single bacteria only takes a few seconds. If sorting more cells (e.g. 100 cells) per well, the sorting can take up to a few minutes.
  e. Immediately after sorting, seal the plate with a Microseal ‘F’ plate seal.
    ***Note:*** While Microseal ‘B’ (see above: steps 2d, 5a) is clear and remains adhesive at −40°C, Microseal ‘F’ is an aluminized, pierceable, and peelable foil ideal for cold storage down to −70°C and thermal cycling.
  f. Spin the plate down for 5 s, using a mini plate spinner centrifuge.
  g. Place the plate in a sonicator bath (Figure 6) and sonicate for 20 s at 35 kHz.

**Figure 6:**
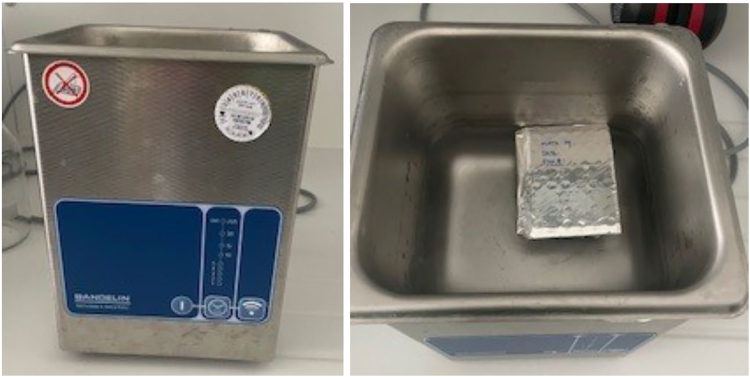
Sonicator used to lyse sorted *B*. *thetaiotaomicron* cells Left: Sonorex Digitec DT 52, Bendelin. Right: sealed plate deposited in 5 mL of water in the sonicator bath.
  h. Immediately after sonication, spin down the plate again, and place it on ice.
  i. Store the plate at −80°C for later processing.
    ***Note:*** In our experience, sonication is sufficient for the disruption of *Bacteroides* cells. However, cells from other bacterial genera may require more rigorous treatment for lysis. Specifically, *Enterobacteriaceae* are typically subjected to additional lysozyme treatment,^10^^,^^19^ whereas Gram-positive cells may necessitate supplementary mechanical disruption. We observed in previous experiments that enzymes employed for bacterial cell lysis can impede downstream reactions in the MATQ-seq protocol,^1^ leading us to omit enzymatic lysis in our protocol. In fact, this modification constitutes a significant deviation from preceding MATQ-seq-based single-bacterium RNA-seq protocols.^25^^,^^26^ See troubleshooting point 3.

**Figure 5:**
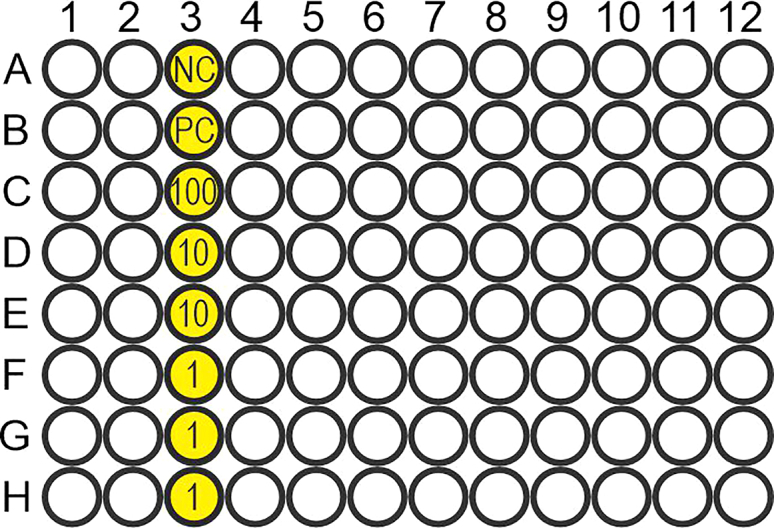
Schematic of the 96-well plate used for a pilot experiment Cells are sorted in lane 3 pre-filled with the reagents described in step 2. NC = negative control (a well containing only the reagents, but no sorted cell); PC = positive control (0.5 μL of 100 pg/μL total RNA extracted from *B. thetaiotaomicron*). 100, 10, and 1 stand for the number of sorted bacteria per well.

### MATQ-seq for single *B*. *thetaiotaomicron* cells

**Timing: ∼9 h (manual) or ∼5 h (when using a pipetting robot)**

This section describes the performance of the MATQ-seq protocol that converts RNA from single bacterial cells into first-strand cDNA, followed by second-strand synthesis and PCR amplification. The below indications refer to a single reaction. Volumes would thus need to be multiplied by the number of reactions needed for each experiment, plus an extra three reactions as a buffer. If available, pipetting can be automated using a liquid handling robot such as the I.DOT (Dispendix) (Figure 7).

**CRITICAL:** We recommend using separate thermocyclers for the reverse transcription and the PCR step to avoid cross-contamination.

7. Prepare the primer mix.
  a. Heat the lid of the thermocycler to 105°C.
  b. Defrost the 96-well plate that had been stored at −80°C (see step 6i).
  c. Defrost an aliquot of total RNA to use as a positive control (concentration 100 pg/μL) (see section “Preparation of positive control RNA samples”).
  d. While the plate is defrosting, manually prepare the primer mix in a 1.5 mL Eppendorf tube as follows:

**Table:** 

Reagent	Amount	Final concentration
GAT27 poly(dT) (100 μM)	0.12 μL	1.5 μM
GAT27 5N3G (100 μM)	0.4 μL	0.5 nM
GAT27 5N3T (100 μM)	0.4 μL	0.5 nM
Nuclease-free water	7.08 μL	N/A
    ***Note:*** The GAT27-MALBAC primer concentrations may be adjusted if a strong signal derived from primer dimers is seen on the Bioanalyzer (see troubleshooting point 4), but we generally recommend not to reduce the above concentrations by more than 10 folds.
  e. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
8. Add each 0.5 μL of nuclease-free water (negative control) or 0.5 μL of 100 pg/μL pure RNA (positive control) to the specified wells.
9. “Pre-reverse transcription” denaturation
  a. Prepare the “pre-reverse transcription” master mix in a 1.5 mL Eppendorf tube:

**Table:** 

Reagent	Amount	Final concentration
DTT (0.1 M)	0.05 μL	1.5 mM
Primer mix (step 7d)	0.4 μL	N/A
dNTP (10 mM)	0.12 μL	1.4 mM
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 0.57 μL of the “pre-reverse transcription” mix to each well of the 96-well plate.
    ***Note:*** Pipetting tiny volumes by hand can introduce variability. It is therefore important to frequently calibrate your pipets. If variability remains high, use more volume of enzymes and buffers at lower concentrations or, if available, a pipetting robot.
  d. Seal the plate with a Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down for 5 s, using a mini plate spinner centrifuge.
  g. Put the plate on a thermocycler and incubate for 3 min at 72°C.
  h. Immediately thereafter, put the plate on ice and let sit for at least 1 min.
10. Reverse transcription (RT).
  a. Prepare the RT master mix in a 1.5 mL Eppendorf tube:

**Table:** 

Reagent	Amount	Final concentration
SSIV buffer (5×)	0.8 μL	∼0.7x
DTT (0.1 M)	0.2 μL	3.5 mM
RNase inhibitor (40 U/μL)	0.1 μL	4 U
Superscript IV (200 U/μL)	0.15 μL	30 U
Nuclease-free water	1.15 μL	N/A
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 2.4 μL of the RT mix to each well of the 96-well plate.
  d. Seal the plate with a new Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down for 5 s, using a mini plate spinner centrifuge.
  g. Put the plate on a thermocycler with the following settings:

**Table:** 

Steps	Temperature	Time	Cycles
Reverse transcription (ramping temperature)	8°C	12 s	11
	15°C	45 s	
	20°C	45 s	
	30°C	30 s	
	42°C	2 min	
Extension	50°C	3 min	–
Final extension	50°C	15 min	1
Hold	4°C	∞
  h. Spin the plate down for 5 s using a mini plate spinner centrifuge before proceeding to the next step.
    ***Note:*** Perform the subsequent steps at 21°C.
11. Digestion of residual DNA oligonucleotides.
  a. Incubate the plate for 1 min at 50°C.
  b. Add 0.2 μL of T4 DNA polymerase (3 U/μL) to each well (0.6 U/μL final concentration).
    ***Note:*** Here, the exonuclease activity of T4 DNA polymerase digests the primers. In the absence of dNTPs, the enzyme exhibits no polymerization activity.
  c. Seal the plate with a new Microseal ‘B’ plate seal.
  d. Vortex the plate using a plate adaptor (speed 4, 10 s).
  e. Spin the plate down for 5 s, using a mini plate spinner centrifuge.
  f. Incubate the plate as follows:

**Table:** 

Steps	Temperature	Time	Cycles
Digestion	37°C	40 min	1
Inactivation	75°C	20 min	1
Digestion	37°C	40 min	1
Inactivation	80°C	20 min	1
Hold	4°C	∞	–
    ***Note:*** Two sequential digestion/inactivation steps are performed to ensure complete and uniform 3′ end processing by T4 DNA polymerase. The partial heat-inactivation at 75°C will limit over-digestion, whereas the final heat-inactivation at 80°C will fully inactivate the enzyme.
  g. Spin down the plate for 5 s using a mini plate spinner, before proceeding to the next step.
12. RNA digestion.
  a. Prepare the RNA digestion master mix in a 1.5 mL Eppendorf tube as shown below:

**Table:** 

Reagent	Amount	Final concentration
RNase H (5 U/μL)	0.1 μL	0.5 U
RNase If (50 U/μL)	0.1 μL	5 U
    ***Note:*** For this step, we recommend preparing the mix for five extra reactions. This is because the enzyme solutions are very viscous and consequently, small volumes are difficult to pipet accurately.
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 0.2 μL of the RNA digestion mix to each well.
  d. Seal the plate with a new Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down for 5 s using a mini plate spinner centrifuge.
  g. Incubate as follows:

**Table:** 

Steps	Temperature	Time	Cycles
Digestion	37°C	15 min	1
Inactivation	72°C	15 min	1
Hold	4°C	∞	–
  h. Spin the plate down for 5 s using a mini plate spinner centrifuge, before proceeding to the next step.
13. Poly(C)-tailing of cDNA.
  a. Prepare the tailing master mix in a 1.5 mL LoBind Eppendorf tube as follows:

**Table:** 

Reagent	Amount	Final concentration
Terminal transferase buffer (10×)	0.4 μL	0.4×
dCTP (100 mM)	0.4 μL	4 mM
Terminal transferase (20 U/μL)	0.1 μL	2 U
Nuclease-free water	3.13 μL	N/A
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 4.03 μL of the tailing master mix to each well.
  d. Seal the plate with a new Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down, for 5 s using a mini plate spinner centrifuge.
  g. Incubate as follows:

**Table:** 

Steps	Temperature	Time	Cycles
Poly(C)-tailing	37°C	15 min	1
Inactivation	72°C	15 min	1
Hold	4°C	∞	–
  h. Spin the plate down for 5 s using a mini plate spinner centrifuge, before proceeding to the next step.
14. Second-strand cDNA synthesis.
  a. Prepare the second-strand cDNA synthesis master mix in a 1.5 mL Eppendorf tube as follows:

**Table:** 

Reagent	Amount	Final concentration
Thermopol buffer (10x)	1.5 μL	0.5x
dNTP (10mM)	1.25 μL	0.5 mM
GAT21 6N3G (100 μM)	0.125 μL	0.5 μM
Nuclease-free water	12.925 μL	N/A
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 15.8 μL of the second-strand cDNA synthesis master mix to each well.
  d. Seal the plate with a new Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down, for 5 s using a mini plate spinner centrifuge.
  g. Incubate as follows:

**Table:** 

Temperature	Time
95°C	1 min
Cool down to 48°C	–
  h. Spin the plate down for 5 s using a mini plate spinner centrifuge, before proceeding to the next step.
  i. Add 0.4 μL of DeepVent(exo-) DNA polymerase to each well.
  j. Seal the plate with a new Microseal ‘B’ plate seal.
  k. Vortex the plate using a plate adaptor (speed 4, 10 s).
  l. Spin the plate down, for 5 s using a mini plate spinner centrifuge.
  m. Incubate as follows:

**Table:** 

Steps	Temperature	Time	Cycles
Reverse transcription and looping	48°C	20 s	11
	72°C	1 min	–
Final extension	72°C	2 min	1
Hold	4°C	∞	–
    ***Note:*** The total volume per well is 26.2 μL.
15. Dispense ¼ of each reaction (=6.55 μL) over a new 96-well plate.

***Note:*** This new plate will be used for the ensuing PCR amplification. The former plate can be sealed and stored at −20°C as a backup.

16. PCR amplification.
  a. Prepare the PCR master mix in a 5 mL Eppendorf tube as follows:

**Table:** 

Reagent	Volume	Final concentration
Thermopol buffer (10x)	3.25 μL	0.8x
dNTP (10 mM)	0.75 μL	0.18 mM
GAT27 PCR (100 μM)	0.2 μL	0.5 μM
DeepVent (exo-) (2 U/μL)	0.75 μL	1.5 U
Nuclease-free water	28.5 μL	N/A
  b. On a Combispin instrument, vortex the tube at low to medium speed for 5 s and spin it down for 5 s at 21°C.
  c. Add 33.45 μL of the PCR master mix to each well.
  d. Seal the plate with a new Microseal ‘B’ plate seal.
  e. Vortex the plate using a plate adaptor (speed 4, 10 s).
  f. Spin the plate down, for 5 s using a mini plate spinner centrifuge.
  g. Incubate as follows:

**Table:** 

Step	Temperature	Time	Cycles
Initial denaturation	95°C	30 s	1
Denaturation	95°C	15 s	25
Annealing	62°C	20 s	
Extension	72°C	2 min	
Final extension	72°C	5 min	1
Hold	4°C	∞	–
    **Pause point:** At this point, the plate can be stored at −20°C for later clean-up. However, do not store the unpurified samples at this stage for more than 2 days (see troubleshooting point 3).
17. PCR reaction clean-up.
  a. To each PCR reaction sample (40 μL total volume), add 40 μL of AMPure XP beads (1:1 ratio [v/v]).
  b. Mix well by gentle pipetting.
  c. Incubate the samples for 10 min at 21°C.
  d. Put the plate onto a magnetic stand for the beads to pellet.
    **CRITICAL:** Wait for the solution to clear before proceeding to the next step (typically takes ∼2 min).
  e. Carefully take off and discard the supernatant with the plate still on the magnetic stand.
    **CRITICAL:** Avoid touching the beads with the pipet tip.
  f. Keep the plate on the magnetic stand and wash the beads twice with each 180 μL of freshly prepared 80% ethanol in water.
  g. In between, incubate for 30 s.
  h. Discard the supernatant.
  i. After the second wash, air-dry the beads for 5-10 min with open lid.
    **CRITICAL:** The ethanol should completely evaporate, but over-drying should be avoided as it hampers elution.
    ***Note:*** The dried beads should still appear glossy, whereas over-dried beads would form cracks.
  j. Remove the plate from the magnetic stand.
  k. Add each 15 μL of nuclease-free water per well.
    ***Note:*** Ensure proper resuspension of the beads in the water.
  l. Incubate for 2 min at 21°C.
  m. Place the plate back onto the magnetic stand.
  n. Wait for ∼2 min, until the beads have pelleted.
  o. Transfer each 13 μL of the eluate into a new 96-well plate and discard the former plate (containing the magnetic beads).
18. Quality assessment.
  a. Measure the cDNA concentration in each sample using a Qubit 1x dsDNA high-sensitivity kit according to the manufacturer’s recommendation (Qubit™ 1X dsDNA HS Assay Kits User Guide (MAN0017455 Rev C.0)). Refer to the expected outcome section of the protocol for anticipated results.
  b. Select up to 11 individual samples (that is how many fit on a chip) covering the full spectrum of measured cDNA concentrations (minimum, intermediate, and maximum concentrations) to run on a Bioanalyzer.
  c. Dilute those samples to a concentration of each 1 ng/μL with nuclease-free water before loading and running them on a high-sensitivity DNA chip according to the manufacturer’s recommendations (Agilent High Sensitivity DNA Kit Quick Start Guide) (Figure 8).

**Figure 8:**
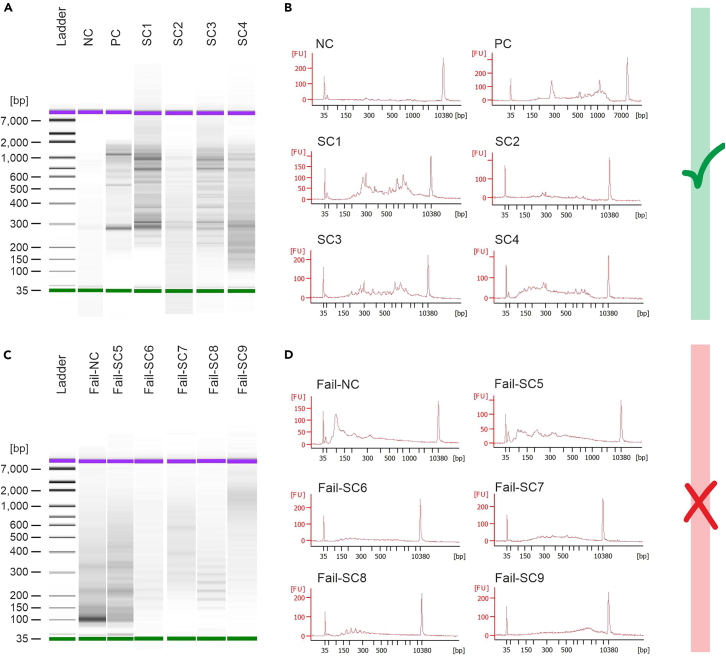
Representative Bioanalyzer plots after MATQ-seq-based reverse transcription (A) Gel-like image for a negative control (NC), a positive control (PC), and 4 successful single bacterial cells (SC1-4). Each lane represents one sample. The green and purple lines denote the lower (35 bp) and upper (10,380 bp) marker, respectively. Successful attempts should display peaks at positions comparable to those of the PC, namely between 300 and 1,000 bp. SC2 is a borderline case, but faint signals at the respective heights were detected and the sample was eventually sequenced successfully. (B) Electropherograms of the samples in panel (A). FU, fluorescence intensity unit. On the x-axis, the size of the DNA fragments is displayed. (C and D) Gel-like image (C) and electropherograms (D) of a contaminated negative control (Fail-NC) and failed attempts of 4 single bacterial cells (Fail-SC5-9). For Fail-SC5-9, the representative profile of the PC (seen in panels a and b, with peaks at 300-1,000 bp) was not recovered.

**Pause point:** At this point, the plate can be stored at −20°C for several months until further processing.

**Figure 7:**
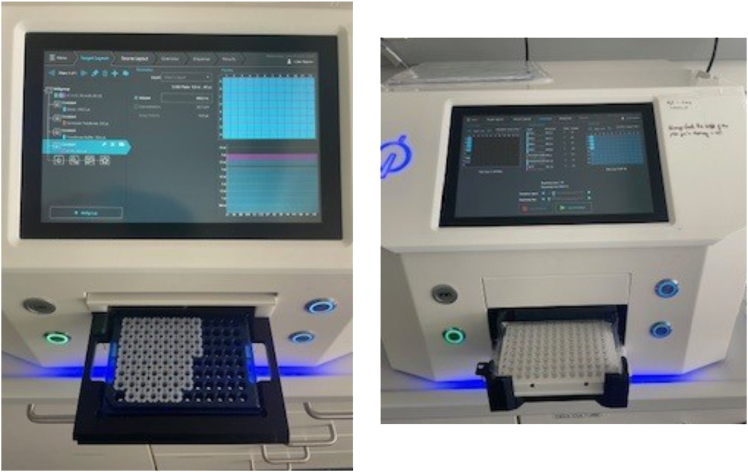
Liquid handling robot Left: I.DOT with the source plate open. In each individual well of the source plate, an enzyme or buffer has to be manually dispensed. From the source plate, reagents are then automatically dispensed into the target plate. To this end, the I.DOT calculates the exact pipetting volume depending on the number of selected target wells. Right: I.DOT with the target plate deposited.

### Preparation of Illumina sequencing libraries

**Timing: ∼7 h (manual) or ∼5 h (when using a pipetting robot)**

From the amplified cDNAs of the previous step (step 17o), sequencing libraries will be prepared using the Nextera XT kit (Illumina). In our experience, the volumes recommended by the manufacturer can be scaled down to 1/4^th^ and the below volumes reflect this downscaling. (With the I.DOT liquid handling robot, we have successfully downscaled the reaction volumes to even 1/10^th^ of the recommended volumes).

19. Prepare reagents.
  a. In a new 96-well plate, dilute the cDNA samples to a concentration of 0.4 ng/μL using nuclease-free water.
  b. Thaw the Nextera reagents (Amplicon Tagment Mix [ATM], Tagment DNA [TD] buffer) on ice.
  c. Thaw the Unique Dual Index (UDI) primers.
  d. Warm up the Neutralize Tagment (NT) buffer to 21°C and dissolve potential precipitates by vortexing.
20. Mix reagents for library tagmentation.
  a. In individual wells of a new 96-well plate, mix 1.25 μL of the 0.4 ng/μL-concentrated cDNA (step 19a) with 2.5 μL of TD buffer.
  b. Add 1.25 μL of ATM.
  c. Mix the samples well, either by pipetting or brief vortexing of the sealed plate on a plate adaptor.
  d. Spin the plate down for 5 s using a mini plate spinner centrifuge.
21. Tagmentation.
  a. Incubate the plate for 10 min at 55°C.
    **CRITICAL:** Do not incubate for more than 10 min, as this may result in over-tagmentation of the library (see troubleshooting point 5).
  b. Cool down the samples to 10°C and immediately add each 1.25 μL of NT buffer.
  c. Mix the samples as above (step 20c).
  d. Spin the plate down for 5 s on a mini plate spinner centrifuge.
  e. Incubate at 21°C for 5 min.
22. Amplify libraries.
  a. Add 3.75 μL of the Nextera PCR master mix (NTM) to each well.
  b. Add 2.5 μL of UDI primers to each sample.
    **CRITICAL:** Keep track of the indices used for each sample.
  c. Mix the samples by gently vortexing the plate on a plate adaptor (speed 2, 10 s).
  d. Spin the plate down for 5 s on a mini plate spinner centrifuge.
  e. Run the following PCR program to amplify the libraries:

**Table:** 

Steps	Temperature	Time	Cycles
Extension of adapters	72°C	3 min	1
Denaturation	95°C	30 s	12––
Annealing	55°C	15 s	
Extension	72°C	20 s	
Final extension	72°C	5 min	1
Hold	10°C	∞	–
23. Library clean-up.
  a. Purify the libraries using a 1:1 [v/v] ratio of beads to sample. In the present case, add 12.5 μL of AMPure XP beads per sample. Follow the instructions as described in step 17a-j.
  b. Elute the libraries in each 13.1 μL of nuclease-free water.
  c. Transfer 11 μL of each eluate to the wells of a new 96-well plate.
24. Quality control.
  a. Measure the cDNA concentration of each sample using a Qubit 1X dsDNA high-sensitivity kit following the manufacturer’s instructions (Qubit™ 1X dsDNA HS Assay Kits User Guide (MAN0017455 Rev C.0)).
    ***Note:*** Usually, the concentrations should range between 2 and 10 ng/μL. Refer to the expected outcome section (see below) for anticipated results.
  b. Select samples covering the full range of measured concentrations.
  c. Dilute the selected cDNA samples to reach a concentration of 1 ng/μL with nuclease-free water.
  d. Run the samples on a Bioanalyzer (high-sensitivity DNA chip) following the manufacturer’s instructions (Agilent High Sensitivity DNA Kit Quick Start Guide) (Figure 9).
    **Pause point:** At this point, the plate can be stored at −20°C for several months.

**Figure 9:**
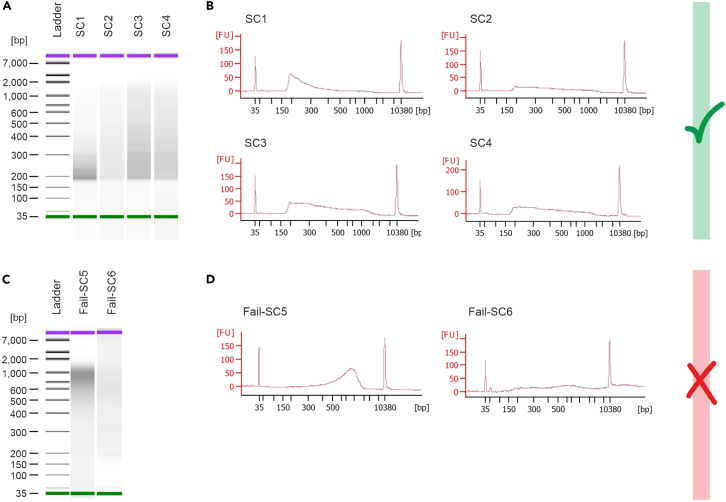
Representative Bioanalyzer plots after cDNA library construction via Nextera XT Gel-like images (A and C) and electropherograms (B and D) of Nextera XT libraries obtained from single *B*. *thetaiotaomicron* cells. Panels A and B show successful libraries, while panels C and D depict failed experiments. For example, the tagmentation of the library “Fail-SC5” was unsuccessful, with the library displaying a peak at ∼800 bp. In the case of “Fail-SC6”, no library was recovered at all. See legend to Figure 8 for details.

### Ribosomal cDNA depletion via DASH

**Timing: 2 days**

In bacteria, the 5S, 16S, and 23S rRNAs are the most abundant cellular transcripts. However, due to their low informative value, rRNAs are typically depleted from cDNA libraries prior to sequencing. In the present protocol, the removal of ribosomal sequences is achieved via the sensitive depletion of abundant sequences by hybridization (DASH) protocol that programs Cas9 nuclease to cleave ribosomal cDNA fragments.^27^ However, before performing DASH (step 26), the corresponding single-guide RNAs (sgRNAs) need to be synthesized (step 25). Established oligonucleotides used previously to *in vitro*-transcribe sgRNAs for *B*. *thetaiotaomicron* ribosomal sequences^1^^,^^27^ are contained in Table S1.

25. Prepare the sgRNA library.
  a. Using nuclease-free water, dilute the oligonucleotide pool and fill-in reaction oligonucleotides to each 10 μM.
    ***Note:*** When purchased from Integrated DNA Technologies, Inc. (IDT), by default the oligonucleotide pools are delivered in a final concentration of 50 μM. To dilute them to 10 μM, add 10 μL of the oligonucleotide pool to 40 μL of nuclease-free water in a 1.5 mL LoBind Eppendorf tube. The concentration of the fill-in reaction primer stock has been adjusted to 100 μM. To dilute it to 10 μM, 5 μL of the fill-in primers are mixed with 45 μL of nuclease-free water in a 1.5 mL LoBind Eppendorf tube.
  b. Generate the double-stranded DNA (dsDNA) template for sgRNA *in*-*vitro* transcription.
    i. In a 1.5 mL tube, prepare the following mix on ice:

**Table:** 

Reagent	Amount	Final concentration
Oligonucleotide pool (10 μM)	5 μL	1 μM
Fill-in oligonucleotides (10 μM)	10 μL	2 μM
KAPA HiFi HotStart Ready mix (2×)	25 μL	1×
Nuclease-free water	10 μL	N/A
    ii. Mix gently by pipetting up and down.
    iii. Spin down the tube in a tabletop centrifuge.
    iv. Incubate in a thermocycler (with the lid heating set to 105°C):

**Table:** 

Steps	Temperature	Time	Cycle
Denaturation	95°C	3 min	1
Annealing	60°C	20 s	1
Extension	72°C	1 min	1
Cooling	4°C	∞	Hold
      ***Note:*** To increase the yield, two reactions can be pipetted in parallel and pooled after the column PCR clean-up.
    v. Column-purify the PCR product with the Zymo Oligo Clean & Concentrator kit following the manufacturer’s instructions (d4060_d4061_oligo_clean_concentrator.pdf).
    vi. Elute the sample in 15 μL of nuclease-free water.
    vii. Measure the concentration of dsDNA on a NanoDrop.
    viii. Assess the quality of the sample with a high-sensitivity DNA Bioanalyzer chip (Figure 10), according the manufacturer’s instructions (Agilent High Sensitivity DNA Kit Quick Start Guide).
      **Pause point:** The dsDNA template can be stored at −20°C for several months.

**Figure 10:**
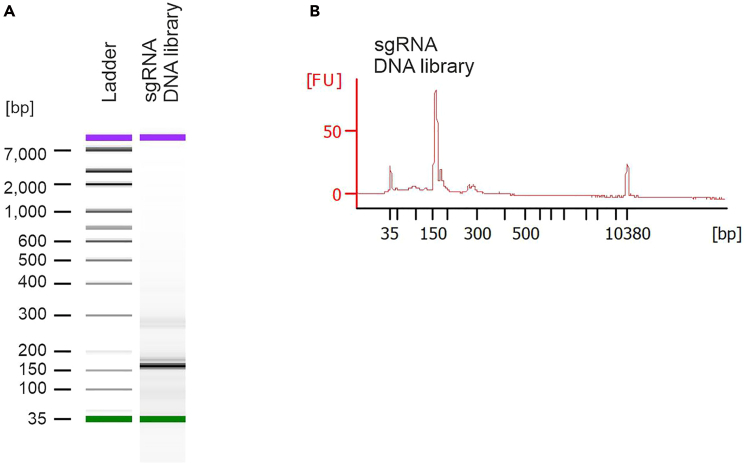
Representative Bioanalyzer plots of single-guide RNAs Gel-like image (A) and electropherogram (B) of sgRNA dsDNA obtained from step 25. See legend to Figure 8 for details.
  c. Synthesize sgRNAs by *in*-*vitro* transcription.
    i. Dilute the dsDNA template to 150 ng/μL in nuclease-free water.
    ii. Mix the following reagents from the MEGAshortscript kit (ThermoFischer Scientific) at 21°C and add the dsDNA template to a final concentration of 300 ng in 20 μL:

**Table:** 

Reagent	Amount	Final concentration
T7 10× reaction buffer	2 μL	1x
NTP mix (mix 2 μL of each rNTP provided in the kit)	8 μL	10 mM each (40 mM total)
dsDNA template (150 ng/μL)	2 μL	15 ng/µL
T7 enzyme mix	2 μL	N/A
Nuclease-free water	6 μL	N/A
    iii. Mix gently by pipetting up and down.
    iv. Spin down the tube.
    v. Incubate on a thermocycler.
      **CRITICAL:** The lid heating should now be turned off.

**Table:** 

Steps	Temperature	Time	Cycles
Incubation	37°C	4 h	1
Cooling	4°C	∞	Hold
    vi. Take the tube out of the thermocycler and spin it down.
    vii. Add 1 μL of TURBO DNase from the MEGAshortscript kit.
    viii. Mix gently by pipetting up and down, then spin down.
    ix. Incubate in the thermocycler (with the lid heating still turned off):

**Table:** 

Steps	Temperature	Time	Cycles
Incubation	37°C	30 min	1
Cooling	4°C	∞	Hold
    x. Perform the RNA clean-up using the Monarch Spin RNA Cleanup kit (500 μg), according to the manufacturer’s recommendations (Monarch® Spin RNA Cleanup Kit Protocol | NEB).
    xi. Elute in 50 μL of nuclease-free water.
    xii. Assess the quality of the resulting sgRNAs by determining the RNA concentration of the sample on a NanoDrop.
    xiii. Check the size of the sgRNA pool using a Bioanalyzer Pico kit, following the manufacturer’s recommendations (RNA 6000 Pico Kit for 2100 Bioanalyzer Systems Kit Guide).
      ***Note:*** Expected is a single peak of between 150 and 160 bp.
      **Pause point:** The sgRNA pool can be stored at −80°C for several months.
26. Ribo-depletion from single-bacterium cDNA samples.
  a. Calculate the molarity of the cDNA samples (steps 23c and 24a,d), and the sgRNA (step 25).
  b. Pool up to 12 cDNA libraries equimolarly in PCR strip tubes.
    ***Note:*** From step 24, the average library size (Bioanalyzer traces; step 24d) and concentration (Qubit measurements; step 24a) of the cDNA samples are known and can here be used to calculate their molarity. Based on this, all libraries should be diluted to match the molarity of the lowest concentrated sample (in our hands, the minimal molarity observed here was 2.1 fmol). The thus adjusted samples (maximally 12) will then be pooled equimolarly.
    ***Note:*** The spreadsheet in Table S2 serves as a template to calculate molarities and to pool the samples.
  c. Calculate the required volumes to reach the intended ratio of cDNA:Cas9:sgRNA.
    ***Note:*** We typically work with a ratio of 1:1,000:2,000 (cDNA:Cas9:sgRNA).
  d. Prepare the sgRNA-Cas9 ribonucleoprotein (RNP) complex.
    i. Denature the calculated volume of the sgRNA pool from step 25 for 3 min at 95°C, followed by 5 min at 4°C.
    ii. Add the calculated volume of Cas9 to the denatured sgRNA pool.
    iii. Incubate for 15 min at 37°C.
  e. Add the sgRNA-Cas9 RNP complex to the PCR tube containing the pooled cDNA libraries (step 26b).
  f. For Cas9-mediated digestion of ribosomal cDNAs, incubate the sgRNA-Cas9 RNP complex with the cDNAs for 2 h at 37°C.
  g. Inactivation of Cas9.
    i. Add 1 μL of proteinase K.
    ii. Incubate in a thermocycler as follows:

**Table:** 

Step	Temperature	Time	Cycle
Digestion of Cas9	37°C	15 min	1
Heat-inactivation of proteinase K	95°C	15 min	1
      **CRITICAL:** Immediately after the heat-inactivation, proceed to the AMPure bead clean-up.
  h. Perform AMPure bead clean-up (as described in step 17) at a 1:1 [v/v] ratio of sample:beads and elute in 15 μL of nuclease-free water.
  i. Measure the sample concentrations on a Qubit Flex fluorometer using the 1x dsDNA high-sensitivity kit following the manufacturer’s instructions (Qubit™ 1X dsDNA HS Assay Kits User Guide (MAN0017455 Rev C.0)).
  j. Adjust the library concentrations to 0.5 ng/μL with nuclease-free water.
  k. Perform the last PCR indexing reaction.
    i. Mix the following reagents:

**Table:** 

Reagent	Amount	Final concentration
cDNA library (0.5 ng/μL)	6.25 μL	0.25 ng/μL
Nextera PCR master mix (NTM)	3.75 μL	N/A
DASH amplification primer (forward)	1.25 μL	1 μM
DASH amplification primer (reverse)	1.25 μL	1 μM
    ii. Mix the sample by gently pipetting up and down.
    iii. Spin down for 5 s.
    iv. Run the following PCR program to amplify the ribosomal cDNA-depleted library:

**Table:** 

Step	Temperature	Time	Cycles
Extension of adapters	72°C	3 min	1
Denaturation	95°C	30 s	12
Annealing	55°C	15 s	–
Extension	72°C	20 s	–
Final extension	72°C	5 min	1
  l. Clean up the reaction using AMPure beads (as described in step 17) at a 1:1 [v/v] ratio of sample:beads and elute in 15 μL of nuclease-free water.
  m. Measure the concentration on the Qubit Flex using the 1x dsDNA high-sensitivity kit following the manufacturer’s instructions (Qubit™ 1X dsDNA HS Assay Kits User Guide (MAN0017455 Rev C.0)).
  n. Dilute the sample to 1 ng/μL.
  o. Check the size of the DASHed cDNA library using a Bioanalyzer high-sensitivity DNA analysis kit, following the manufacturer’s recommendations (Agilent High Sensitivity DNA Kit Quick Start Guide) (Figure 11).

**Figure 11:**
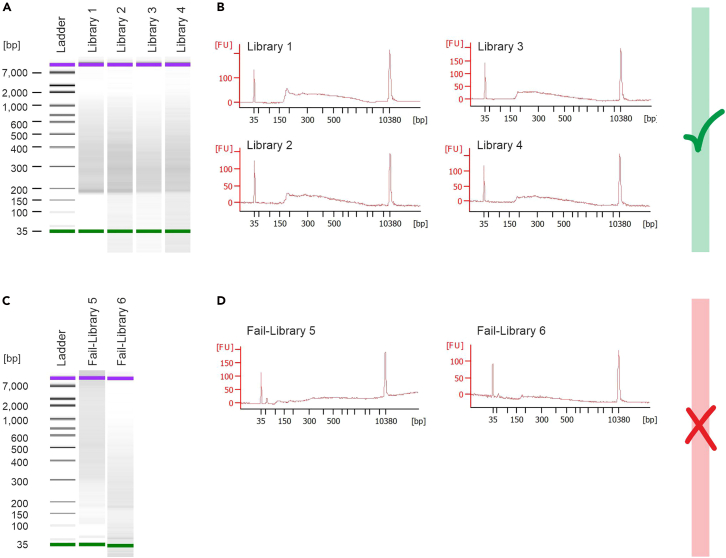
Representative Bioanalyzer plots of final sequencing libraries Representative Bioanalyzer gel-like images (A and C) and electropherograms (B and D) of rRNA-depleted cDNA libraries. Panels A and B show successful libraries. Panels C and D show two examples where no library could be recovered, suggesting either a failed PCR amplification or a problem during the DASH procedure. See legend to Figure 8 for details.

### Sequencing and data analysis

**Timing: ∼2 days(depending on the sequencing platform)**

27. Sequencing.
  a. Measure the concentrations of the obtained ribosomal cDNA-depleted libraries with a Qubit Flex and determine the average library sizes with a Bioanalyzer.
  b. Calculate library molarity from the library concentration and average library size using the following equation:
    $$nM=\frac{library\;concentration\left(\frac{ng}{ul}\right)}{66O\left(\frac{g}{mol}\right)\;*\;average\;library\;size\;\left(bp\right)}*1,000,000$$
    where 660 g/mol represents the average weight of a DNA base pair.
  c. Adjust the concentration of all libraries to 5 nM using sequencing buffer (10 mM Tris-HCl, pH 8.5, 0.1% [v/v] Tween-20).
  d. Pool libraries equimolarly.
  e. Measure the concentration of the pool on a Qubit Flex, according to the manufacturer’s recommendations (Qubit™ 1X dsDNA HS Assay Kits User Guide (MAN0017455 Rev C.0)).
  f. Check the quality of the pool and the library size with a Bioanalyzer high-sensitivity DNA kit, according to the manufacturer’s recommendations (Agilent High Sensitivity DNA Kit Quick Start Guide).
  g. Sequence on an Illumina platform in single-end mode with 100 cycles.
    ***Note:*** We recommend a minimum sequencing depth of ∼10 million reads per single-bacterium library.
28. Read mapping.
  a. Download the *B. thetaiotaomicron* VPI-5482 reference genome and plasmid (NCBI RefSeq assembly GCF_000011065.1) as both fasta and gff files.
  b. Trim the obtained sequencing reads from the Nextera adapters and the MATQ-seq primers on both their 5′ and 3′ ends using BBDuk.^31^
  c. Assess the quality of the trimming with FASTQC.^33^
  d. Map the trimmed reads to the *B. thetaiotaomicron* VPI-5482 reference genome and plasmid using Bowtie 2.^32^
  e. Using featureCounts^34^ and gff files, quantify the mapped reads.

***Note:*** The script for this data analysis has been previously published^19^ and can be found on https://github.com/BarquistLab/MATQ-seq_2023, in the folder Bash_script.sh. The genome and gff files need to be changed to *B*. *thetaiotaomicron*.

## Expected outcomes

After cDNA synthesis using the MATQ-seq protocol, all libraries are measured using the Qubit Flex (step 18a). The concentration of the positive control should be between 5 and 25 ng/μL. The negative control’s concentration should be below 2 ng/μL. Libraries derived from single *B*. *thetaiotaomicron* bacteria usually have concentrations between 3 and 10 ng/μL at this point in the protocol.

When running the adjusted samples on a DNA high-sensitivity Bioanalyzer chip (step 18c), the traces of the negative and positive controls and those of the single-bacterium libraries should resemble the examples shown in Figure 8A and 8B. If not (Figure 8C and 8D), see troubleshooting points 1-4.

After cDNA library preparation using the Illumina Nextera XT kit (step 24a), the DNA concentration of single-bacterium samples should range between 2 and 10 ng/µL. Representative plots obtained after running the Nextera libraries on a Bioanalyzer high-sensitivity DNA kit are presented in Figure 9A and 9B. In the case that your cDNA libraries give rise to different trace patterns (Figure 9C and 9D), consult troubleshooting point 5.

The sgRNA library concentration should be ∼1 μg/μL on the NanoDrop (step 25b, vii). Figure 10 shows the expected representation of the dsDNA sgRNA library when analyzed with a Bioanalyzer high-sensitivity DNA kit (step 25b, viii).

After rRNA-derived cDNA depletion via DASH and the second PCR amplification, the DNA concentration of the single-bacterium library pools should range between 4 and 10 ng/μL (step 26m). When run on a Bioanalyzer (step 26o), rRNA-depleted, pooled libraries should resemble the ones shown in Figure 11A and 11B; otherwise (Figure 11C and 11D), see troubleshooting point 6.

Of 93 single *B*. *thetaiotaomicron* cells harvested at mid-exponential phase (OD_600_ = 2.0), 89 cDNA libraries were successfully obtained, resulting in an overall efficiency of 96%. This 4% dropout rate reflects sorting mistakes, i.e., the FACS instrument will “miss” a given well in ∼2-10% of cases.^1^ 

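The sequenced single bacteria were wild-type *B. thetaiotaomicron* VPI-5482, a gut commensal, at an OD600 of 2, fixed in 50% RNA*later* and sorted into wells of a 96-well plate. The count table analysed here holds 89 libraries. Of these, 86 are single bacteria, and the other 3 are a negative control without a cell, a positive control of 50 pg total RNA and a library of 100 cells sorted into 1 well. The sample labels list 88 single bacteria, and 2 of them, in wells E3 and G1, were not analysed here. A first batch holds 84 of the bacteria and a second batch 2. No separate cultures are named, so the 86 bacteria stand for 1 sample, and the SDs given with the values describe the spread between cells. Permutation p-values of correlations across cells tell how often shuffled cells gave as large a value, and hold for these libraries only. The bacteria lie in the 8 rows of the plate, 10 to 12 in each, and libraries of a row were more alike than those of different rows, so values within rows are given beside these correlations.

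MATQ-seq primes RNA at random positions and therefore captures transcripts without a poly(A) tail. The authors trimmed the reads with BBDuk, mapped them to the VPI-5482 chromosome and plasmid with Bowtie 2 (version 2.3.4.1 in the submitters' processing notes) and counted them per annotated feature with featureCounts. The values are raw read counts. For the read processing the paper refers to a previously published script, which was not used here, and Fig. 12A shows multi-mapped reads as a class of their own. How strand, multi-mapped reads and overlapping features were treated in the counts is therefore not known here, and the table carries positions without strand. It lists 5270 features, of which 4816 are coding sequences (38 of them on the plasmid), 368 sRNAs, 71 tRNAs and 15 rRNAs.

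Counted reads per single bacterium had a median of 441494.5 and ranged from 42138 in well E8 to 24258169 in well B9. The deepest library held 18.8% of all single-bacterium reads, so most values were computed per cell first and then averaged. The negative control held 83443 counted reads, more than 7 of the single bacteria, the positive control 8857526 and the 100-cell library 2757983. A feature was called detected above 20 reads, the cutoff of the paper. Reads carry no molecular identifiers, so PCR copies are counted as reads and each binomial interval covers counting error only.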

Sequencing data analysis showed that ∼40% of the reads mapped to the *B*. *thetaiotaomicron* VPI-5482 genome (Figure 12A). Most of the “junk” reads were poly(C) and poly(G) stretches and derived from poly(C)-tailing during second-strand synthesis. Of the *Bacteroides*-mapped reads, an average of 70% aligned to coding sequences and only 20% to rRNA loci (Figure 12B), reflecting efficient ribosomal cDNA depletion via DASH at the single-bacterium level. 

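Coding sequences took 71.1% ± 9.33 (SD, n = 86 cells) of the counted reads of a single bacterium and rRNA genes 18.5% ± 10.5. sRNAs followed with 10.3% ± 8.15 and tRNAs with 0.194% ± 0.108. The rRNA share ranged from 5.71% in well B5 to 66.0% in well G12, the same cell that had the lowest coding share, 32.7%. In the 100-cell library rRNA genes took 31.8% of the counted reads (95% exact Clopper-Pearson interval 31.7 to 31.8) and coding sequences 55.6% (55.5 to 55.7).

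Most of the sRNA class lay beside rRNA genes. The chromosome has 5 loci with a 23S and a 16S gene, and in each of them an sRNA feature of 148 bases starts or ends 3 bases from the 23S gene, ahead of the pair of tRNA genes that separates it from the 16S gene. These features are BTnc057 (bases 1629598 to 1629745), BTnc091 (2340123 to 2340270), BTnc132 (3034128 to 3034275), BTnc150 (3328379 to 3328526) and BTnc217 (4985345 to 4985492). Together they held 82.6% ± 10.1 (SD, n = 86 cells) of the sRNA reads of a cell and 8.94% ± 7.74 of all its counted reads, from 1.01% in well G12 to 29.3% in well F11. Because they are of equal length and lie in repeated loci, their single counts are uncertain where reads map to several copies. Another 4 coding features lie 41 bases from the opposite end of a 16S gene, 2 of them followed by BTnc331 or BTnc341 after 55 bases, and these 6 features took 1.71% ± 1.20 of the reads. With all of these counted as rRNA, a setting chosen after the data were seen, the rRNA share was 29.1% ± 9.67 and the sRNA share 1.24% ± 0.737. The 5S features span 34 bases each.

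**Figure D1:**
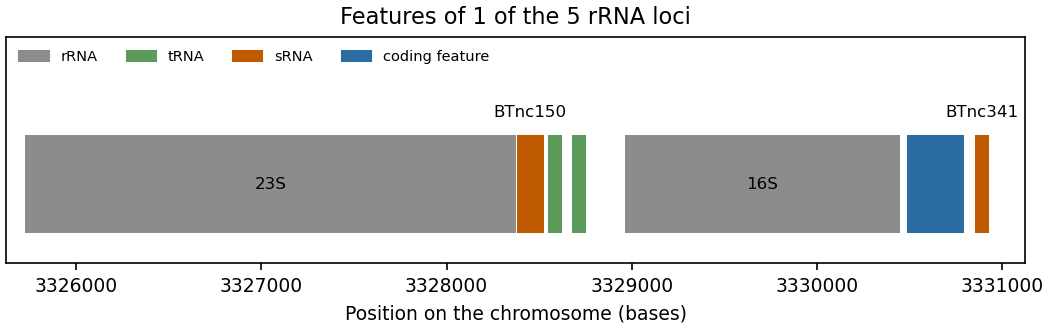
Features of 1 of the 5 rRNA loci of *B. thetaiotaomicron* VPI-5482, drawn to scale along the chromosome (x axis, position in bases). BTnc150 lies 3 bases from the 23S gene, a pair of tRNA genes separates it from the 16S gene, and a coding feature and BTnc341 follow at the other end of the 16S gene.

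From the average shares of coding and rRNA reads, the paper concludes that DASH depleted ribosomal cDNA efficiently at the level of single bacteria. Elsewhere the paper also states that Cas9 cleavage lowered the share of rRNA reads.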

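Single bacteria differed in how many coding features passed 20 reads, from 324 in well A12 to 1123 in well G7, with a median of 730.5 (n = 86 cells). Across the cells, 3986 of the 4816 coding features were detected at least once. A small core of 31 was detected in every cell and 451 in at least 43 cells, whereas 2168 were detected in 1 to 8 cells. The most abundant coding features were BT_2740 (bases 3393922 to 3395106), at 22449 ± 11372 CPM of coding reads (SD, n = 86 cells), and BT_2790 (bases 3459741 to 3461348), at 15101 ± 8379, and both were detected in every cell. The 10 most abundant took 13.5% of the summed coding reads. The sources used here do not pair these identifiers with gene names.

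Controls bracketed the single bacteria. The 100-cell library had 2993 detected coding features and the positive control RNA 2579. The negative control had 180, and 148 of these were among those detected in at least 43 cells. Across coding features, which are not independent replicates, the summed single bacteria had a Spearman rho of 0.809 with the 100-cell library and of 0.777 with the positive control RNA.

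The number of detected coding features rose with the log10 total count of the library (Pearson r = 0.684, Spearman rho = 0.721, n = 86, 2-sided permutation p = 1e-05 for both, the smallest that the 100000 resamples can give, adjusted p = 2e-05 and 1e-05 over 4 relations). Without the 2 cells farthest from the median total r was 0.672, within the first batch it was 0.681, while the second batch holds too few cells for a value, and within plate rows it was 0.604 (permutation within rows p = 1e-05, adjusted p = 2e-05, positive in each of the 8 rows). Each cell was then thinned to 84000 reads, leaving out 8 shallower cells. The median fell to 465 (range 219 to 689, n = 78 cells), against 748 in the same cells before thinning. The lowest thinned value was in well B5, with 3287787 reads before thinning, and the highest in well F6, with 263998. A relation with the total was not computed after thinning, so the rise holds for unthinned counts only.

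**Figure D2:**
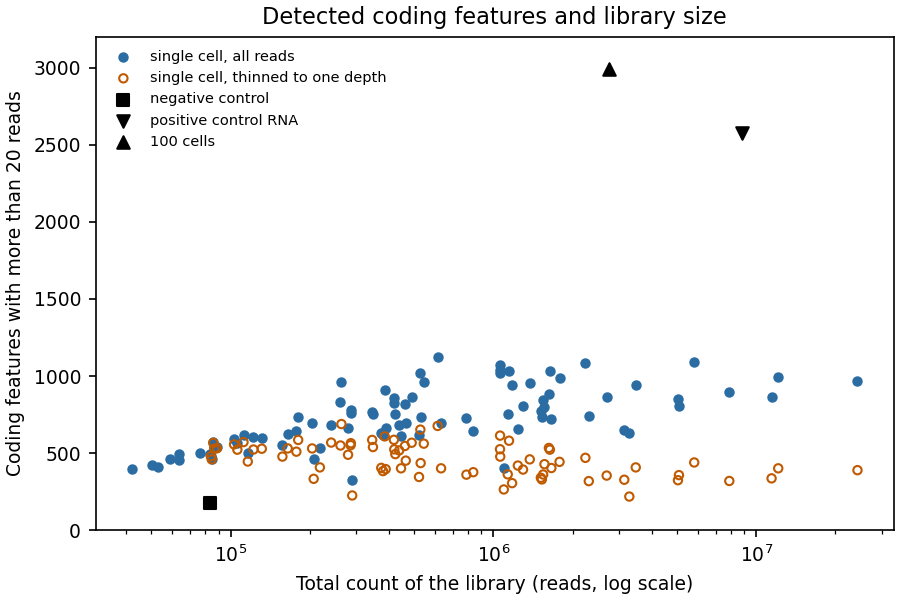
Coding features with more than 20 reads (y axis) against the total count of the library (x axis, reads, log scale). Filled circles are the 86 single bacteria, open circles the 78 bacteria thinned to 84000 reads and plotted at their unthinned total, and black symbols the negative control (180), the positive control RNA (2579) and the library of 100 cells (2993).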

A median of 742 genes were detected per cell (cutoff for detection: >20 mapped reads) (Figure 12C). Analysis of transcriptional heterogeneity within the *B*. *thetaiotaomicron* population revealed that mRNAs for ribosomal and cell structural proteins were amongst the most variably detected transcripts. This suggests that the expression of these genes is a main driver of heterogeneity between individual *B*. *thetaiotaomicron* cells in mid-exponential phase (Figure 12D).

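Cell-to-cell variability was ranked for the 1818 coding features detected in at least 10% of the 86 cells, as the variance of log2 scaled counts above a trend of variance on mean. BT_4306 (bases 5675159 to 5676787) stood highest, with a variance of 8.02 against 2.95 on the trend, and was detected in 80 cells. BT_3743 (bases 4860127 to 4861641) followed with a variance of 9.95 against 5.09 and was detected in 75 cells. The 100 features highest above the trend were detected in a median of 43 cells, against 23 for the whole ranking, and 1 of them was detected in every cell. This direction depends on the measure: ranked by the squared coefficient of variation over its trend, the 100 highest were detected in a median of 17 cells and shared 18 features with this list. Of the 100, 9 were also among the 100 most abundant coding features and 14 had another of the 100 as a neighbour on the chromosome, against a median of 8 in 10000 random lists of 100, of which the central 95% reached up to 15. With the mean of each plate row subtracted, BT_4306 and BT_3743 kept ranks 1 and 2, but only 46 of the 100 features stayed in the list, against a median of 78 and at least 70 when the cells were put into rows at random.

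Counts were scaled to the coding total of each cell and a pseudocount of 1 was added. The lists from the cells in plate columns 1 to 6 and in columns 7 to 12 shared 15 of their 100 features. Independent lists in which every feature is equally likely would share 6.18. Listed features were detected in more cells than the ranking as a whole, and both groups of columns hold all plate rows. The overlap does not show shared variability apart from these. Since the identifiers come without gene names, the number of ribosomal and cell structural genes in the list was not computed. In simulated cells with the spread of these data, the 200 highest of the 1818 features held 26.0% of 200 features that were switched 64-fold. That spread was taken from the data and already holds their variability between cells.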

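Along the first principal component (PC1) of the 86 single-bacterium transcriptomes, the mean of the 100 most variable coding features rose. PC1 carried 4.91% and PC2 3.24% of the variance of the ranked coding features. PC1 and the mean scaled log2 value of the 100 features had a Pearson r of 0.803 and a Spearman rho of 0.828 (n = 86, 2-sided permutation p = 1e-05 for both, the smallest possible, adjusted p = 3e-05 over 3 relations). The relation held without the 2 cells farthest from the median of that mean (r = 0.791) and within the first batch (r = 0.812, 84 cells), and within plate rows r was 0.859 (permutation within rows p = 1e-05, adjusted p = 1.5e-05, positive in each of the 8 rows). PC1 was oriented by the sum of its loadings, which largely sets the sign of this relation, but not its size. These 100 features are part of the input of the components, and with the components computed from the other features alone r was 0.784. The list was taken from the same cells as PC1, and no other lists of 100 features were compared. These values therefore do not show that the list follows PC1 more closely than other lists would, and their p-values carry little.

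PC1 also fell with the log10 total count of the cell (r = -0.528, rho = -0.471, permutation p = 2e-05 and 4e-05, adjusted p = 3e-05 and 6e-05). Without the 2 farthest cells this r was -0.493, within the first batch -0.536 and within plate rows -0.559 (p = 1e-05, adjusted p = 1.5e-05, negative in each of the 8 rows). With the number of detected coding features PC1 had an r of 0.156 and a rho of 0.133 (permutation p = 0.152 and 0.221, unchanged by the adjustment), an r of 0.0854 without the 2 farthest cells, of 0.149 within the first batch and of 0.230 within plate rows (p = 0.0522, unchanged by the adjustment, positive in 7 of the 8 rows). Without the 19 cells under 147165 reads, the median total divided by 3, that r was 0.468 (permutation p = 6e-05).

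PC2 differed between rows of the plate. Of its variance, 84.3% lay between the 8 rows (permutation p = 1e-05, adjusted p = 0.00012 over 12 comparisons), and 15.5% of that of PC1 (p = 0.0600, adjusted p = 0.0900). The value for PC1 depends on the input: with total and detected features regressed out, 69.4% of the variance of PC1 and 86.1% of that of PC2 lay between rows. The 10 bacteria of row G had PC2 scores from 7.47 to 20.2, whereas the 10 of row E lay between -16.0 and -2.93. Other rows overlapped: row D reached from -13.8 to 1.49, row C from -0.759 to 6.79 and row H from -3.73 to 6.79. Row F lay within the range of row H. Row B, from 0.754 to 10.6, reached into the range of row G, and row A, from -7.33 to 1.51, into that of row E. Between plate columns the share was 4.27% for PC2 (p = 0.983, unchanged by the adjustment). With row means subtracted, PC1 carried 5.26% of the variance and PC2 2.11%.

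**Figure D3:**
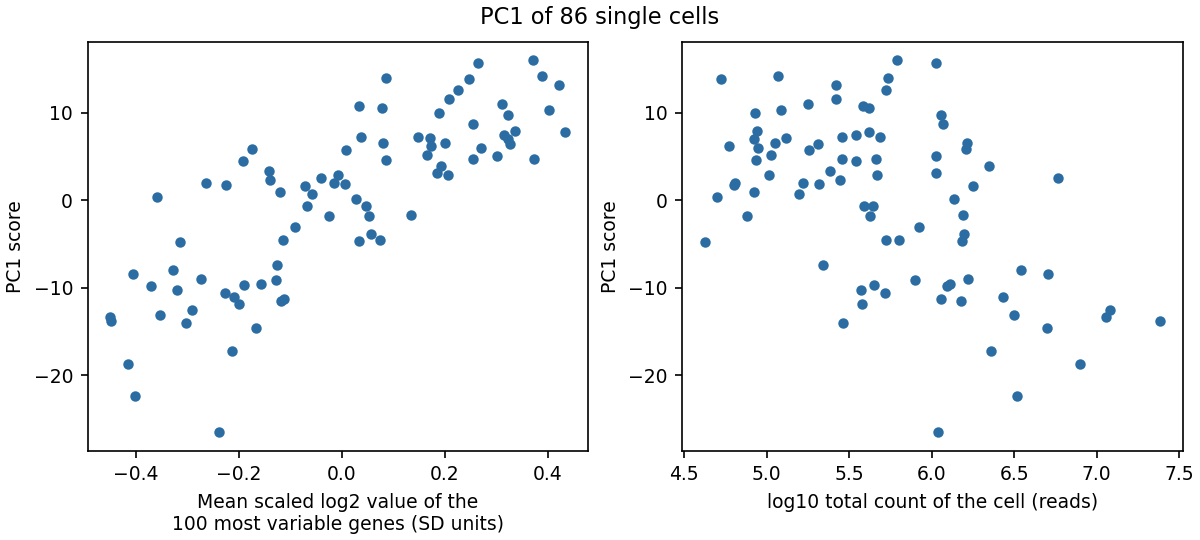
PC1 score of the 86 single bacteria (y axis, no unit) against the mean scaled log2 value of the 100 most variable coding features (left x axis, in SD units) and against the log10 total count of the cell in reads (right x axis). Each point is 1 bacterium. The left relation rises (r = 0.803) and the right one falls (r = -0.528).

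Having found mRNAs of ribosomal and cell structural proteins among the most variably detected transcripts, the paper proposes that expression of these genes is a main driver of heterogeneity between single bacteria in mid-exponential phase.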

**Figure 12:**
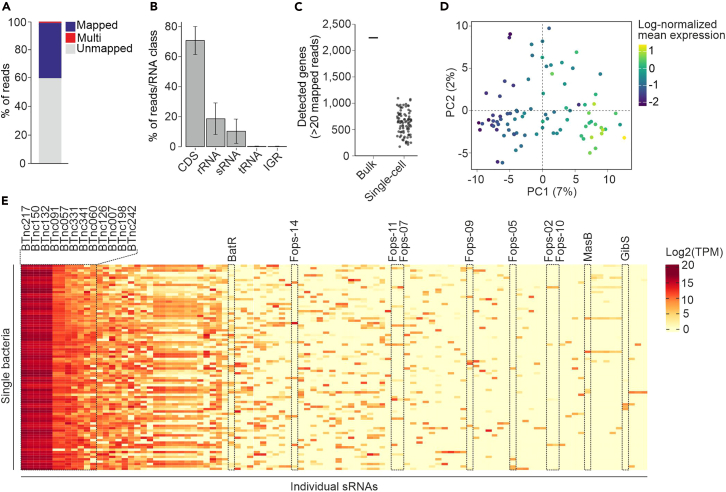
RNA-seq results of 89 single *B*. *thetaioatomicron* cells grown in TYG medium to mid-exponential phase (A) Mapping statistics averaged over 89 single bacteria. ‘Multi’ refers to multi-mapped reads, i.e., reads that aligned to more than one genomic locus. (B) RNA class distribution across the same 89 bacteria. Bar plots indicate the mean and error bars represent the standard deviation. CDS: coding sequence; rRNA: ribosomal RNA; sRNA: small RNA; tRNA: transfer RNA; IGR: intergenic region. (C) Number of detected genes in each of the 89 single cells or in a corresponding bulk RNA-seq dataset.^35^ (D) Principal component analysis plot of the 89 single-bacterium transcriptomes, colored based on the log-normalized mean expression of genes classified as variable between cells. Along principal component 1, bacteria showed a gradual increase in the expression of genes identified as highly variable (encoding ribosomal and cell structural proteins). (E) Log2 transcript per million (TPM) expression of sRNAs detected in at least one of the 89 single-bacterium libraries. Universally expressed and functionally characterized sRNAs^35^^,^^36^^,^^37^^,^^38^ are labeled.

The protocol also readily captures small RNAs (sRNAs) (Figure 12B)—an important class of non-protein-encoding post-transcriptional regulators in the prokaryotic kingdom.^39^ 

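Of the 368 sRNA features in the count table, 200 passed 20 reads in at least 1 of the 86 single bacteria and 120 had no read in any of them. A single bacterium had a median of 28.5 detected sRNAs, from 8 in well H4 to 59 in well C10. The 100-cell library had 121 detected sRNAs, the positive control RNA 102 and the negative control 6. Of these 6, 5 lie between 16S and 23S rRNA genes, and the other, BTnc163, was detected in 49 single bacteria. The annotation overlaps a coding feature for 138 of the sRNAs, among them 42 of the 200 detected ones. Without strand in the table, reads of such an sRNA and of the coding feature cannot be separated, and its detection is uncertain. Requiring at least 9 cells left 70 sRNAs.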

In our dataset, ∼200 of the 350 annotated *B*. *thetaiotaomicron* sRNA candidates^36^ were detected across the 89 single bacteria (using the same cutoff as for coding transcripts). Next to a few universally present sRNAs, many others were seemingly heterogeneously expressed (Figure 12E). However, future studies should investigate whether these sRNAs are truly bistably expressed or if their presence/absence reflects stochastic loss or retention in individual cells.

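Only 5 sRNA features were detected in all 86 single bacteria, and all 5, BTnc057, BTnc091, BTnc132, BTnc150 and BTnc217, lie between 16S and 23S rRNA genes. The other detected sRNAs were found in fewer cells. A group of 15 was detected in 44 to 85 cells, 50 in 9 to 43 cells, 84 in 2 to 8 cells and 46 in a single cell, and the median over the 200 was 5 cells. Among the sRNAs labelled in Fig. 12E, 12 of the 22 labels occur as feature names, and 7 of these lie beside rRNA genes. Away from the rRNA loci, 13 sRNAs were detected in at least 43 cells, 5 of them labelled in the figure: BTnc060 (bases 1645239 to 1645457) in 83 cells, BTnc126 (2917669 to 2917885) in 78, BTnc007 (117072 to 117330) in 73, BTnc198 (4610947 to 4611319) in 58 and BTnc242 (5575163 to 5575294) in 56.

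Compared with the 50 coding features nearest in mean scaled count, an sRNA was detected in a median of 1 more cell (quartiles 0 and 5), and of 0.25 when matched on the median count in detected cells. Of the 200, 115 were detected in more cells than the median of their coding features, 33 in fewer and 52 in as many. For 155 of the sRNAs the matched coding features had a median under 9 cells, and there a mean rests on a few cells and leaves little room for a difference (median 1 cell, against 0 for 2123 coding features compared with their own 50 nearest). Where the matched median was 9 to under 44 cells, the 30 sRNAs differed by a median of 4.75 cells (quartiles -0.5 and 11), against 0 (-4.88 and 4.5) for 1430 coding features. Where it was 44 or more, the 8 sRNAs away from rRNA genes differed by a median of 3.25 cells, from -23.5 to 15, against 0 for 433 coding features, and 8 are too few for a statement. Coding features detected in at least 20 cells exceed their matched features by a median of 2 cells in the same comparison. They were chosen by the number of cells itself, which raises this value, and without that choice the median was 0. A difference of 1 cell still lies within the quartiles of coding features where the matched median was under 9 cells (-1 and 1). The split by matched median was added after the data were seen. BTnc198 was detected in 58 cells against 74 for coding features of its mean, and BTnc242 in 56 against 35.

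**Figure D4:**
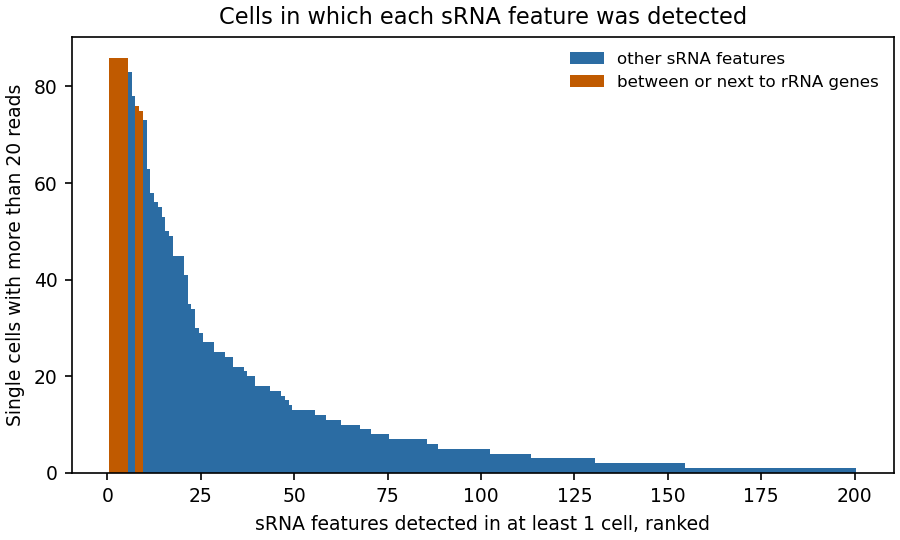
Number of single bacteria with more than 20 reads (y axis) for each of the 200 sRNA features detected in at least 1 cell, ranked (x axis). Orange bars mark the features between or next to rRNA genes, among them the 5 detected in all 86 cells. Blue bars are the other sRNA features.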

## Limitations

MATQ-seq for bacteria is a highly sensitive, probe-independent single-bacterium RNA-seq method, but it is limited by low throughput (due to the physical isolation of bacterial cells typically only a few hundred individual reactions can be performed in parallel), a relatively high cost, especially when the sgRNA template library for DASH needs to be synthesized (2.9 € per cell), and a long, labor-intensive workflow (∼5 days). Alternative approaches to decipher phenotypic heterogeneity within bacterial populations have been developed, with other strengths and weaknesses, that can complement the present protocol. Combinatorial indexing-based single-cell RNA-seq techniques such as microSplit-seq^11^ and PETRI-seq^9^ assign RNA transcripts to cells using combinatorial barcoding. This bypasses the need for physical isolation of individual cells and yields a higher throughput (∼10,000 bacterial transcriptomes per experiment). Combinatorial indexing-based approaches have been successfully applied to various bacterial species grown both in planktonic state and in biofilms, demonstrating robust discrimination of cell-states across growth conditions and during phage infection.^40^ Besides, droplet-based techniques such as BacDrop,^13^ M3-seq,^12^ and smRandom-seq^14^ have also been adopted for single-bacterium RNA-seq. These approaches allow for a very high throughput (∼100,000 bacterial transcriptomes per experiment) and have primarily been used to study bacterial responses to antibiotic treatment. The downside of these alternative methods relates to their comparably high dropout rates (∼30%, as compared to 4% in MATQ-seq) and lower sensitivity (∼200 genes/cell, as compared to >700 genes/cell with the present protocol), typically preventing the detection of sRNAs. However, none of these methods have yet been applied to *Bacteroides* cells, precluding a direct comparison to our present protocol.

## Troubleshooting

### Problem 1

The positive control does not yield a cDNA library in the MATQ-seq section for single *B*. *thetaiotaomicron* cells (step 7-18).

### Potential solution

• Reassess quality and concentration of total extracted RNA on a NanoDrop. The A260/280 ratio should be >2. If this ratio is below 1.9, repeat the total RNA extraction.
• The RNA concentration of the positive control should be ∼100 pg/μL. To adjust the sample to such a low concentration, it is essential to perform serial dilutions.
• Use a fresh aliquot of MATQ-seq primers (step 7).

### Problem 2

The negative control gives rise to traces on the Bioanalyzer (section “MATQ-seq for single *B*. *thetaiotaomicron* cells”). This issue suggests a contamination and might be observed sporadically, especially when reagents are shared between users or when the protocol was paused and re-initiated after an extended time period.

### Potential solution

• Contaminations can e.g., occur during the plate preparation (step 2) and during the MATQ-seq protocol (steps 7-17). In both cases, ensure that you are working under a sterile PCR hood and thoroughly disinfect your work bench and spray it with RNase ZAP before pipetting.
• Contaminations can also occur during cell-sorting. Before using the FACS, ensure that the flow cell is clean. If not, the flow cell should be cleaned using the “Clean flow cell” option of the FACS. Alternatively, or in addition, the stream can be run at a high flow rate (e.g., 11) for a few minutes with water or FACS Clean solution to clean the tubing and resolve potential clogs. Also, work quickly when unsealing the plate for sorting and immediately reseal the plate containing the sorted cells.
• Make sure to aliquot all reagents, buffers, and enzymes when delivered and before using them for the first time. In doing so, if a contamination is suspected, a fresh aliquot can be used.
• Include nuclease-free water in every Bioanalyzer high-sensitivity run to exclude the contamination of the used water.

### Problem 3

cDNA libraries can be obtained for 100 and 10 bacteria, but not for a single bacterium (step 18).

### Potential solution

• This is likely due to an inefficient lysis of bacterial cells. In this case, we recommend to optimize the cell lysis conditions. The table below shows different lysis strategies that can be used to disrupt Gram-negative bacterial cells (see also ^26^). Additionally, quick freeze and thaw cycles can be performed to further improve lysis efficiency. To this end, place the 96-well plate containing the sorted bacteria on dry ice for a few seconds before removing it and repeat this a few times.

**Table:** 

	Starting concentration	Final concentration	Volume (without lysozyme)	Volume (with lysozyme)	Volume (with lysozyme + EDTA)
ddH2O	–	–	2.05 μL	1.95 μL	1.92 μL
10x lysis buffer (Takara)	10	1×	0.26 μL	0.26 μL	0.26 μL
10x PBS	10×	1×	0.26 μL	0.26 μL	0.26 μL
Lysozyme (50 U/μL)	50 U/μL	5 U/μL	–	0.1 μL	0.1 μL
Recombinant RNase inhibitor (Takara)	N/A	N/A	0.03 μL	0.03 μL	0.03 μL
EDTA	50 mM	0.5 mM	N/A	N/A	0.03 μL
Total volume	N/A	N/A	2.6 μL	2.6 μL	2.6 μL

• The treatment of cells with RNA*later* can hamper the MATQ-sep protocol (steps 7-18). We recommend testing different concentrations of RNA*later* with respect to both transcriptome stabilization and MATQ-seq efficiency.
• Generally, long-term storage of the PCR-amplified, but unpurified, single-cell cDNA libraries at −20°C (step 16) may result in their partial degradation. Therefore, make sure to proceed to the AMPure bead clean-up within 2 days after completion of the amplification.

### Problem 4

cDNA libraries contain mostly primer dimers, as visualized in Bioanalyzer traces as peaks below 150 bp (step 18c).

### Potential solution

• Reduce the concentrations of primers in the MATQ-seq protocol. However, we generally recommend a minimal concentration of 10 μM.
• Alternatively, the problem could be caused by inefficient bead clean-up. Therefore, ensure that the ethanol has completely evaporated before resuspending the pellet. However, be cautious that the beads will not over-dry and show no cracks.

### Problem 5

Nextera cDNA libraries have a low concentration (<2 ng/μL) (step 24c).

### Potential solution

• Measure the concentration of cDNA libraries before the Nextera protocol (step 19a) on a Qubit. Make sure that the libraries are properly diluted to 0.4 ng/μL.
• Doublecheck that the Nextera Tagment enzyme is active by performing the reaction using the positive control as the input.
• Do not tagment the library for more than 10 min. Otherwise, this could result in over-tagmentation.
• Repeat the PCR, using fresh aliquots of the Nextera PCR master mix and UDI primers.
• Since pipetting small volumes is error-prone, make sure that your pipets are accurately calibrated.

### Problem 6

The library concentration after DASH is below 2 ng/μL (step 26m).

### Potential solution

• Check the concentration of cDNA libraries before the second PCR (step 26j) on a Qubit and ensure that the libraries are properly diluted to 0.5 ng/μL.
• Repeat the PCR, ensuring that the polymerase is functional and the primers are properly diluted. Consider using fresh aliquots of PCR reagents.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Alexander J. Westermann ().

### Technical contact

Technical questions on executing this protocol should be directed to and will be answered by the technical contact, Elise Bornet ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

“Mini-bulk” data (from small *B. thetaiotaomicron* populations consisting of 100 cells each) generated using this protocol have previously been published in Bornet et al.^1^ and are available at Gene Expression Omnibus (GEO): GSE289312. The single-bacterium RNA-seq data presented here have not previously been published and are available at GEO: GSE322907.

## Acknowledgments

We thank Antoine-Emmanuel Saliba, Jörg Vogel, Fabian Imdahl, and Christina Homberger for consultation and helpful discussions, and Lars Barquist and Laura Jenniches for help with the single-bacterium RNA-seq data analysis. We are grateful to the Single-cell Center and the core facility Systems Medicine of the Medical Faculty of the University of Würzburg for their support in library preparation and sequencing.

This project was funded by the 10.13039/501100001659Deutsche Forschungsgemeinschaft (DFG, German Research Foundation) through the Centre for Microbial Single-cell RNA-seq (MICROSEQ; 93/1105-1) and the Cluster for Nucleic Acid Sciences and Technologies – NUCLEATE (EXC 3113/1, project-ID 533767322), and by the 10.13039/501100000781European Research Council (ERC Starting Grant no.101040214).

## Author contributions

E.B. performed experiments. A.J.W. supervised the project and secured funding. Both authors wrote the manuscript together.

## Declaration of interests

The authors declare no competing interests.

## Supplemental information

Table S1. DNA oligonucleotides to in vitro-transcribe single-guide RNAs for Bacteroides thetaiotaomicron ribosomal sequences, related to Step 25 This table contains the different oligonucleotides to order as a pool from IDT. Each oligonucleotide sequence contains, in 5′-to-3′ direction, the T7 promoter (TTCTAATACGACTCACTATA), the unique gRNA sequence, the scaffold (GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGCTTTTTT), and the sequence for the fill-in reaction (GGCATACTCTGCGACATCGT), as described in.^27^

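DASH directs Cas9 to rRNA-derived cDNA with a pool of guides, so that cut fragments are lost in the PCR that follows. The list holds 651 oligonucleotides, of which 415 target the 23S, 225 the 16S and 11 the 5S rRNA. This is 1 guide for every 6.39 bases of the 23S and every 6.59 bases of the 16S feature annotated in the count table. Every oligonucleotide carries its own guide stretch, 20 to 22 bases long and most often 22 (475 oligonucleotides), and each stretch opens with GG, with which T7 RNA polymerase starts well. Past the GG the guides had a GC content of 48.7% ± 9.99 (SD, n = 651 guides), between 26.3% and 80.0%.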

Table S2. Template to calculate molarities and to pool cDNA samples, related to Step 26 This table serves as a template to calculate Cas9, sgRNA, and cDNA library molarities necessary to perform the ribosomal RNA depletion via DASH (step 26 of this protocol). Fields marked in pink should be adjusted by the user as required.

How the deposited data were processed for this re-analysis (not part of the article)

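Single-bacterium RNA-seq by MATQ-seq was performed on *B. thetaiotaomicron* VPI-5482 in mid-exponential phase. The analysis covers 86 single bacteria, a negative control, a positive control RNA library and a 100-cell library. Each count column was assigned to a sample by its name, which is the well or control named in the labels, and no per-sample column was left without a sample (0 columns). The authors made the deposited table of raw read counts by trimming with BBDuk, mapping with Bowtie 2 (2.3.4.1 in the submitters' processing notes) to the VPI-5482 chromosome and plasmid, and counting with featureCounts. For these steps the paper refers to a previously published script, which was not used here, so the settings of featureCounts are not known here; Fig. 12A shows multi-mapped reads as a class of their own. No normalization is part of these counts. Reads outside the annotated features and unmapped reads are not in the counts, so the mapped share of Fig. 12A was not computed.

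sRNAs were identified by the feature type given in the table, rRNAs, tRNAs and plasmid features by the pattern of their names, and the rest were taken as coding. Shares were computed per cell over all counted reads and given as mean and SD over cells. For single control libraries a 95% exact Clopper-Pearson interval was computed, which covers counting error only because PCR copies cannot be told from separate molecules. Detection was called above 20 reads. For the control of depth, each cell was thinned without replacement to 84000 counted reads, and 8 shallower cells were left out.

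For variability, coding features above 20 reads in at least 10% of the cells were scaled to the coding total of the cell, multiplied by the median coding total, and transformed as log2 of the value plus a pseudocount of 1. The excess of the variance over a lowess trend on the mean ranked the features, and the 100 highest were called most variable, with no p-value. The span of the trend was chosen after the data were seen. At a span of 0.3 the trend was at or under 0 for 5 features, and at the span used, 0.05, for 0. The 2 spans shared 88 of the 100 features. A pair of spans between these was also looked at. Principal components were computed on the same log2 values, centred and scaled per feature. PC1 was oriented by the sum of its loadings, since the orientation by ribosomal protein genes set before the data were examined needed gene names. Correlations across cells were tested with 100000 permutations, 2-sided, with Benjamini-Hochberg adjustment within families of 3 (PC1) and 4 relations; the family of 4 was added after the data were seen. These permutations treat the cells as exchangeable. Plate rows, read from the well names, were examined only after the data were seen: the share of variance between rows and between columns was tested for 6 measures (100000 permutations, 12 comparisons in the adjustment), correlations were repeated with row means subtracted and permuted within rows, with the same families, and the variable features and components were recomputed with the mean of each row subtracted from each feature. sRNAs were compared with the 50 coding features nearest in mean scaled count, and, as an addition after the data were seen, in parts by the median of these, with coding features compared in the same way.

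Apart from the additions named as such, samples, processing alternatives and tests were set before the data were examined, including the rule for named features: the 10 most abundant and 10 most variable coding features, the sRNAs labelled in Fig. 12E and the 5 sRNAs detected in most cells. None of the feature names was found (0) in a reference table of 4888 genes from another genome assembly of the wild type, which uses other locus tags, and no other source used here pairs the coding identifiers with gene names. Therefore only the first 2 identifiers of each coding list are printed, BTnc163 is named outside the rule, after its values were seen, and the planned counts of ribosomal protein and cell structural genes, the coordination within gene lists, the capsule loci and PC1 without ribosomal protein genes were not run.

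The computations were tested on simulated counts for the 1818 ranked features with 200 features switched 64-fold between cells. A switched feature counted as recovered if it was among the 200 highest. With a low spread, the ranking recovered 96.5% of them and the scran alternative 96.0%. With the spread of the data it recovered 26.0% (57.4% of the 47 in the upper part of the mean) and scran 20.5%. An earlier design with a common spread and smaller switches and another at the spread of the data alone had recovered too few features to serve as a test and were replaced. The size of the correlation of PC1 with a planted factor was 0.983 at the low spread and 0.953 at that of the data. Without a planted factor, PC1 carried 2.78% and 1.72% of the variance, and the size of its correlation with the log10 total was 0.613 and 0.0198. Matching coding features against themselves gave a median difference of 0 cells, and of 2 cells for those in at least 20 cells. The latter were chosen by the number of cells itself, which raises their difference. After simulated loss from a part of the cells the matching gave -15.75 cells for these features. With levels of their own in each plate row planted in 200 features, 55.2% of the variance of these features lay between rows at the low spread and 13.1% at that of the data, against 7.66% and 7.58% without planted levels, and up to 70.8% and 23.9% of a component, against 18.6% and 16.6%.

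Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with scran 1.30.0, were used. The alternatives covered the detection cutoff, thinning, the cells entered, the measure of variability, the pseudocount, the filter on low counts, the scaling and input of the components, the plate rows and the matching of sRNAs.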

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

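The comparison of 16S shares and the bootstrap interval used here were chosen after the values were seen. The negative control, a well without a sorted bacterium, had 180 coding features above 20 reads, a signal in a library on whose sequencing the paper does not report. rRNA genes took 77.8% of its counted reads (95% exact Clopper-Pearson interval 77.5 to 78.1). Of the reads on rRNA genes, 54.9% fell on 16S (54.6 to 55.3), against 9.75% to 29.1% in the single bacteria. The share was 18.6% in the positive control RNA and 19.6% in the 100-cell library. This argues against rRNA reads carried over from these libraries as the only source. How large a part such reads were cannot be told, since 16S reads from elsewhere would raise the share. Coding sequences took 19.5% of the counted reads in the negative control and 19.4% in the positive control RNA, and sRNAs took 2.64% and 2.92%. Across coding features the negative control had a Spearman rho of 0.669 with the summed single bacteria and of 0.611 with the positive control RNA. The difference was -0.0576 (bootstrap interval over features -0.0703 to -0.0452). Since the interval reaches above the bound set before the value was seen, coding reads carried over from the positive control stay open. RNA of this species in shared reagents and coding reads from the single bacteria were not tested, and no biological explanation was tested, since the well held no cell.

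The positive control RNA library, which the paper does not analyse, had 77.7% of its counted reads on rRNA genes, above the share in every single bacterium. The paper's text does not state whether this library went through DASH.

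The 100-cell library, also outside the results of the paper, had 2993 coding features above 20 reads, against 180 in the negative control.

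Coding features of the plasmid, which the paper does not discuss, passed 20 reads in 80 of the 86 single bacteria. Of the 38 plasmid features, 35 were detected in at least 1 cell and 2 in at least 43 cells. They took 0.216% ± 0.185 (SD, n = 86 cells) of the coding reads of a cell. The negative control had 17 plasmid reads and 0 plasmid features above 20 reads. With so few reads no plasmid feature could pass the cutoff. The 17 reads were 0.105% of its coding reads, between the quartiles of the single bacteria (0.0699% and 0.306%). This control is therefore not free of plasmid signal.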

How the results depend on the processing

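No paired analysis was possible because the libraries form 1 group and no result compares groups; plate rows, which do structure the libraries, were taken as an alternative. Of the alternative values computed, 90 stayed within 1 SD over cells (for means and medians per cell) or over sRNAs (for their difference in cells), within 1.5 times (for counts and shares of variance) or, for correlations, kept the same sign and side of the test whatever their size, 20 moved further and 1 became stronger. The alternatives with features beside rRNA genes counted apart, without features seen in the negative control for genes, with a lowess span of 0.3 and with the mean of each plate row subtracted were chosen after the data were seen. Counting the features beside rRNA genes as rRNA gave an rRNA share of 29.1% and an sRNA share of 1.24%. The median of detected coding features was 1624.5 above 0 reads, 950 above 5 reads and 465 after thinning, so this number depends on depth and cutoff. Medians counted as within 1 SD over cells (193) also shifted from 730.5. The median was 596 above 50 reads, and 587.5 without coding features above 20 reads in the negative control. sRNAs detected in at least 9 cells numbered 70. The list of variable features depended most on the measure, but also on the cells and rows: of the 100, variance without the trend shared 56, the squared coefficient of variation 18 (with a median of 17 cells per feature), the variance of detection 10, a pseudocount of 0.1 65, the filter at 50% of cells 52, the cells without the shallow ones 64, plate columns 1 to 6 50, columns 7 to 12 51 and row means subtracted 46; a list of 50 shares 50 by construction. scran shared 78, thinned counts 68. With the 100 features alone PC2 carried 5.44%, and with total and detected features regressed out PC1 carried 3.12%, and 69.4% of its variance and 86.1% of that of PC2 then lay between plate rows. With row means subtracted PC2 carried 2.11%; without that step 63.6% of PC2 lay between rows in thinned counts and 84.8% without the second batch. Without the shallow cells the r of PC1 with detected features was 0.468 and passed the test. The cause of these shifts was not tested where the setting does not itself show it. The r of PC1 with the 100 features was 0.642 to 0.954 in size and past the test in all alternatives run. Its sign is largely set by the orientation of PC1, and the value of 0.954, from PC1 of these 100 features alone, largely by construction. PC1 against total or detected features after regressing these out is fixed by construction and was not computed. Gene lists, capsule loci and PC1 without ribosomal protein genes were not run.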

Differences from the paper's values

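PC2 carried 3.24% of the variance over 86 single bacteria, and the paper's value is about 2% in Fig. 12D, read by eye. Of the alternatives set before the data were examined, thinned counts (2.74%) and total and detected features regressed out (2.81%) lie within 1.5 times of the paper's value. Centring without scaling (3.12%), leaving out the 100 most variable features (3.21%), the 100 features alone (5.44%), leaving out the second batch (3.30%) and leaving out the shallow cells (3.51%) do not. Subtracting plate row means, added after the data were seen, gave 2.11%. For PC1, at 4.91% here, the 100 features alone gave 7.00%, and the paper's value is about 7% in Fig. 12D, read by eye.

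The paper reports 89 single-bacterium libraries. The count table also holds 89 libraries, of which 86 are single bacteria by their labels and 3 are controls. The paper's number of annotated sRNA candidates is 350, and the table lists 368 sRNA features.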

Other observations

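The test of read shares among the rRNA-flanking sRNA features and the relation of detected features, flanking features and totals within the family of 4 were chosen after the values were seen, and the tests of neighbours and of plate rows and all values within rows were added after other results were seen. Neighbouring coding features varied together between cells. For 601 pairs at most 50 bases apart, the median Spearman rho across the 86 cells was 0.202, and 555 pairs were above 0. It was 0.109 for 460 pairs 51 to 200 bases apart and 0.0453 for 184 pairs farther apart, while the central 95% of 1000 sets of 601 random pairs reached up to 0.0300. Within plate rows the medians were 0.202, 0.116 and 0.0385. As a hypothesis, part of the variability between cells may follow shared transcripts, which are captured or lost together. Reads that span adjacent features would act in the same direction and were not separated from it.

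The 5 sRNA features detected in every cell lie between rRNA genes. A candidate explanation is that their reads come from rRNA precursors: among reads outside the rRNA genes, their share rose across cells with that of the features at the outer end of the 16S genes (Spearman rho = 0.829, Pearson r = 0.767, n = 86, permutation p = 1e-05 for both, the smallest possible, adjusted p = 1e-05 and 2e-05, r = 0.770 without the 2 farthest cells, 0.758 within the first batch and 0.796 within plate rows, permutation within rows p = 1e-05, adjusted p = 2e-05, positive in each of the 8 rows), where single coding features of equal mean had a median rho of -0.127 and a 95th percentile of 0.371 (within rows rho = 0.848 against -0.138 and 0.303), and single coding features at the outer end of 16S 0.812 to 0.834. Reads shared between near-identical copies stay open: a cell's reads split over the 5 features with a median chi-square of 8.71 per degree of freedom, between the bounds set for one shared sequence and for separate genes, and groups of 5 coding features reached 329 or more. The mean split was nearly equal for 4 of them, 17.8% ± 0.597 for BTnc057, 17.8% ± 0.668 for BTnc091, 17.8% ± 0.610 for BTnc132 and 17.9% ± 0.551 for BTnc150, and 28.8% ± 1.98 for BTnc217 (SD, n = 86 cells). The relation with the outer features shows that both groups vary together, and it cannot tell precursors from other RNA of the rRNA loci. In the positive control RNA the 5 features took 2.61% of the counted reads and the outer features 0.364%. Read densities along the loci were not compared. No biological explanation was tested, since the design has 1 condition.

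The share of these 5 features among reads outside the rRNA genes was 10.5% ± 8.38 (SD, n = 86 cells), from 1.46% to 33.5%. It fell with the rRNA share of the cell (r = -0.401, rho = -0.583, permutation p = 0.00031 and 1e-05, adjusted p = 0.00031 and 1e-05, r = -0.416 without the 2 farthest cells, -0.401 within the first batch and -0.408 within plate rows, p = 7e-05, adjusted p = 9.33e-05, negative in 7 of the 8 rows). It rose with the log10 total count (r = 0.398, rho = 0.488, permutation p = 0.00014 and 1e-05, adjusted p = 0.000187 and 1e-05, r = 0.407 without the 2 farthest cells, 0.388 within the first batch and 0.348 within plate rows, p and adjusted p = 0.00076, positive in each of the 8 rows).

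PC1 of the single bacteria fell with the log10 total count. Unequal sequencing depth alone is argued against by the thinned counts, in which all cells have the same number of reads and PC1 still had an r of -0.637 with the unthinned total (78 cells). What else differs between libraries of high and low total, such as the efficiency of cDNA synthesis or the state of the cell, stays open and was not tested. In simulated cells with a low spread and no planted factor, PC1 followed the total with an r of 0.613 in size, and with the spread of the data 0.0198, so the simulation leaves both readings open. No biological explanation was tested.

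Bacteria of the same plate row had transcriptomes more alike than bacteria of different rows. Over the 1818 ranked features, the median share of variance between rows was 14.0%. Of 100 splits of the cells into groups of the same sizes only 1, the real one, gave so much, with 8.26% as the highest of the others. This argues against chance as the reason, although rows were examined only after the data were seen. With 100 splits, chance cannot be put below 1 in 100. The log10 total count also differed between rows (29.8% of its variance, permutation p = 0.0002, adjusted p = 0.0012), with medians from 130261.5 reads in row E to 1506568 in row B, and so did the detected coding features (21.9%, p = 0.00655, adjusted p = 0.0157) and the share of the 5 rRNA-flanking features among reads outside the rRNA genes (18.6%, p = 0.0205, adjusted p = 0.0351). Plate columns differed in total and detected features as well (28.9% and 26.2%, adjusted p = 0.0157 and 0.0279) and in the rRNA share (30.7%, adjusted p = 0.0157). In the protocol up to 12 cDNA libraries are pooled for each DASH reaction, but the labels do not name the pools, so what the libraries of a row share was not tested, and neither was a biological explanation.

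A single bacterium had a median Spearman rho of 0.654 across coding features with the sum of the other single bacteria, from 0.483 to 0.751, and the negative control had 0.669 with the sum of all.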
